# Intermittent Hypoxia Rewires the Liver Transcriptome and Fires up Fatty Acids Usage for Mitochondrial Respiration

**DOI:** 10.3389/fmed.2022.829979

**Published:** 2022-02-18

**Authors:** Jonathan Gaucher, Guillaume Vial, Emilie Montellier, Maëlle Guellerin, Sophie Bouyon, Emeline Lemarie, Véronique Pelloux, Anne Bertrand, Karin Pernet-Gallay, Frederic Lamarche, Anne-Laure Borel, Claire Arnaud, Elise Belaidi, Karine Clément, Diane Godin Ribuot, Judith Aron-Wisnewsky, Jean-Louis Pépin

**Keywords:** sleep apnea, intermittent hypoxia (IH), liver, transcriptome, mitochondria, Nuclear Respiratory Factor (NRF)

## Abstract

Sleep Apnea Syndrome (SAS) is one of the most common chronic diseases, affecting nearly one billion people worldwide. The repetitive occurrence of abnormal respiratory events generates cyclical desaturation-reoxygenation sequences known as intermittent hypoxia (IH). Among SAS metabolic sequelae, it has been established by experimental and clinical studies that SAS is an independent risk factor for the development and progression of non-alcoholic fatty liver disease (NAFLD). The principal goal of this study was to decrypt the molecular mechanisms at the onset of IH-mediated liver injury. To address this question, we used a unique mouse model of SAS exposed to IH, employed unbiased high-throughput transcriptomics and computed network analysis. This led us to examine hepatic mitochondrial ultrastructure and function using electron microscopy, high-resolution respirometry and flux analysis in isolated mitochondria. Transcriptomics and network analysis revealed that IH reprograms Nuclear Respiratory Factor- (NRF-) dependent gene expression and showed that mitochondria play a central role. We thus demonstrated that IH boosts the oxidative capacity from fatty acids of liver mitochondria. Lastly, the unbalance between oxidative stress and antioxidant defense is tied to an increase in hepatic ROS production and DNA damage during IH. We provide a comprehensive analysis of liver metabolism during IH and reveal the key role of the mitochondria at the origin of development of liver disease. These findings contribute to the understanding of the mechanisms underlying NAFLD development and progression during SAS and provide a rationale for novel therapeutic targets and biomarker discovery.

## Highlights

- IH increases expression of electron transport chain (ETC) genes in the liver.
- IH responsive genes in the liver show enrichment for Nuclear Respiratory Factors (NRFs) regulatory elements.
- IH alters hepatic mitochondrial structure and function.
- IH enhances hepatic fatty acid utilization for mitochondrial respiration.
- IH is accompanied with oxidative stress and DNA damage in the liver.

## Introduction

Sleep Apnea Syndrome (SAS) is one of the most common chronic diseases affecting nearly one billion people worldwide (1). SAS is characterized by repetitive complete (apnea) or partial (hypopnea) collapse of the upper airway during sleep. The repetitive occurrence of these abnormal respiratory events generates cyclical desaturation-reoxygenation sequences known as intermittent hypoxia (IH) (2). Among the metabolic consequences of SAS, it has been established by experiments in animals and human clinical studies that SAS is an independent risk factor for the development and progression of non-alcoholic fatty liver disease (NAFLD), accelerating the transition from steatosis to non-alcoholic steatohepatitis (NASH) and progression to fibrosis (3–7).

NAFLD is the most common cause of chronic liver disease in Western countries and is also predicted to become the most frequent indication for liver transplantation by 2030 (8, 9). There is growing evidence that NAFLD is a multisystem disease, affecting extra-hepatic organs, generating cardiovascular complications and early mortality (8, 10, 11). There is currently no approved pharmacotherapy for NAFLD, although several classes of compounds are in advanced stages of development. Therefore, a better understanding of the specific molecular mechanisms linking IH and liver disease progression will contribute to the development of new drugs and management pathways in the field.

The principal goal of this study was to decipher the molecular mechanisms of liver injury induced by IH. To address this question, using a unique model of mice exposed to IH (12), first, we employed unbiased high-throughput transcriptomics to generate hypotheses and provide a comprehensive analysis of liver metabolism under IH. This revealed that IH reprograms hepatic transcription and shifts metabolic mitochondrial function, promoting fatty acids as substrate. In parallel, the deregulation of the balance between oxidative stress and antioxidant defense is linked to the increase in hepatic ROS production and DNA damage during IH.

## Materials and Methods

### Animal Handling

All experimental procedures were carried out in accordance with European Directive 2010/63/UE. They were reviewed by the Institutional Ethics Committee for Animal Care and Use (Cometh 12) and authorized by the French Ministry of Research (APAFIS# 15156-2018051615245109).

Sixteen-week-old male mice (C57BL/6JRj; Janvier Labs, France) were housed 5 per cage with *ad libitum* access to food (LASQC diet, Rod 16, Altromin international) and water. The animal facility was on a 12 h light/12 h dark cycle (light from 8 am to 8 pm) at 22°C ± 2°C. Mice were randomly assigned to either intermittent hypoxia (IH) or normoxia (NO) and directly exposed in their housing cages (Tecniplast) to 14 days of NO or IH, 8h per day during their sleeping period (IH from 8 am to 4 pm and NO the rest of the day) (Figure 1A).

**Figure 1:**
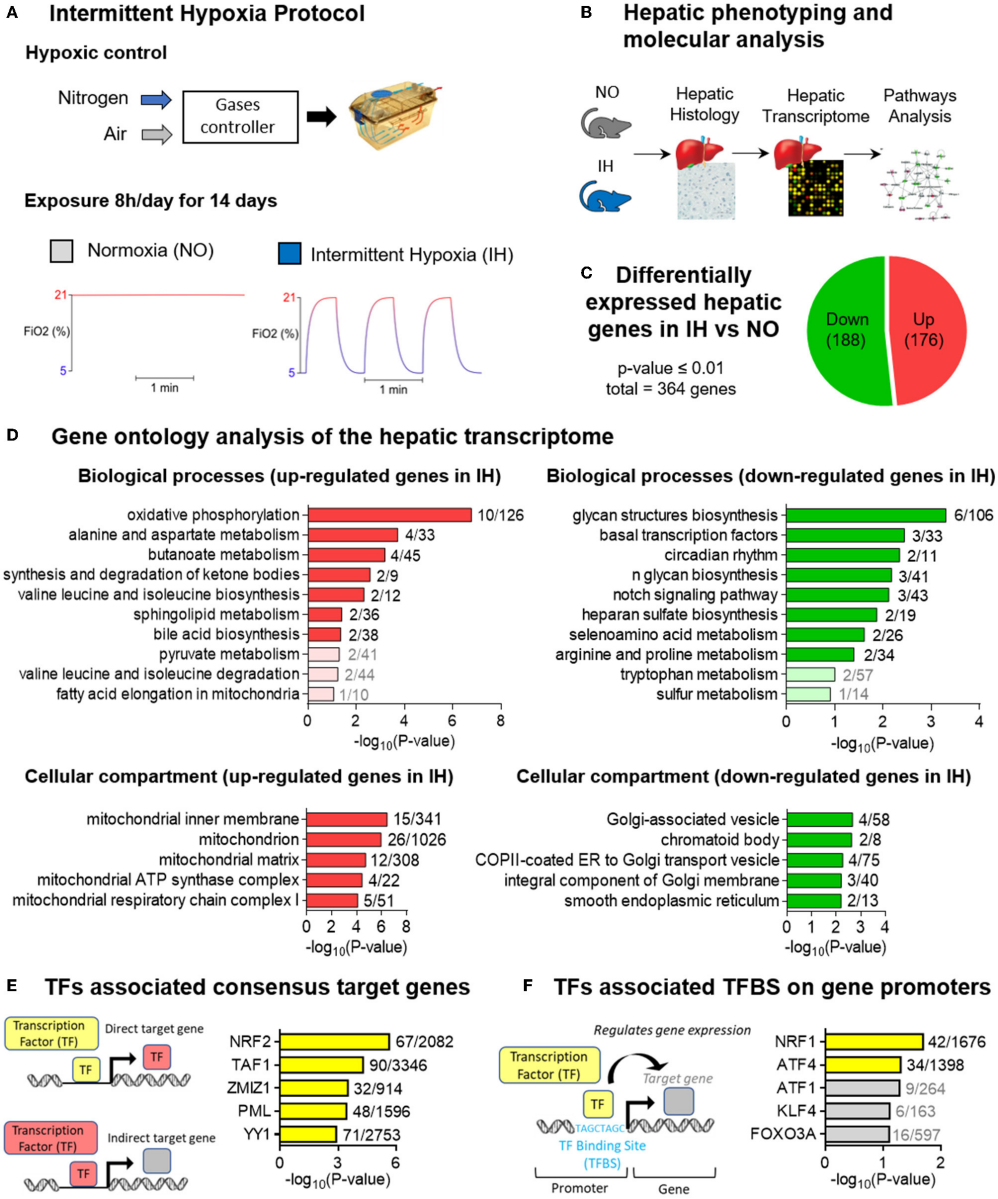
The hepatic transcriptomic signature generated by intermittent hypoxia. **(A)** Schema outlining the experimental design of intermittent hypoxia exposure. Male mice were directly exposed in their cages to 2 weeks of Intermittent Hypoxia (IH: 1-min cycles alternating 30s of 5% FiO_2_ and 30s of 21% FiO_2_, 8h/day during sleep) or Normoxia (NO: identical 1-min cycles alternating 21% FiO_2_, 8h/day during sleep, providing noise and air turbulence due to gas circulation similar to those of IH exposure). **(B)** Schema illustrating the experimental design for hepatic phenotyping and molecular analysis. **(C)** Pie chart representing the number of differentially expressed genes due to IH. Upregulated genes are shown in red and downregulated genes are shown in green. Genes were selected using a *P* ≤ 0.01 indicating a significant difference between NO and IH (*n* = 7–8 biological replicates per group). **(D)** Gene ontology (GO) analysis showing the top 10 biological processes enriched in upregulated genes upon IH (top left) and downregulated genes upon IH (top right) and the top five cellular compartments enriched in upregulated genes upon IH (bottom left) and downregulated genes upon IH (bottom right). The number of dysregulated genes in our transcriptome over the total number of genes for each GO category is indicated on the graph. **(E)** Transcription factor (TFs) analysis showing the top five enriched TFs associated with target genes that are present in the ENCODE database. For TFs with data from multiple experiments, set intersection was applied to obtain consensus. The number of dysregulated genes in our transcriptome over the total number of consensus target genes associated with each TF is indicated on the graph. **(F)** TFs analysis showing the top five enriched TFs associated with TF binding sites (TFBS) detected at the promoter of genes that are present in TRANSFAC and JASPAR databases. The number of dysregulated genes in our transcriptome over the total number of TFBS associated with each TF target gene is indicated on the graph.

The IH stimulus consisted of 60 sec cycles alternating 30 sec of hypoxia (hypoxic plateau at 5% FiO_2_) and 30 sec of NO (normoxic plateau at 21% FiO_2_). Normoxic mice were exposed to similar air-air cycles in order to avoid bias from noise and turbulence related to gas flow. On day 15 the mice were sacrificed by decapitation, the livers dissected and immediately frozen in liquid nitrogen until analysis.

### DNA and RNA Extraction

For genomic DNA (gDNA) extraction, 50 mg of frozen liver tissues were thawed in Digestion Buffer (Tris 50mM pH8, EDTA 5mM, NaCl 200 mM, SDS1%) and digested overnight at 56°C after adding 20 mg/ml proteinase K (#09-0912, Euromedex). After centrifugation at 20,000 g for 15 min at 20°C, the supernatant was collected and same volume of phenol-chloroform solution was added (#A0889,0100 AppliChem, BioChemica). After centrifugation at 20,000 g for 2 min at 20°C, the upper aqueous phase was collected and 10 mg/ml RNase A was added (#EN0531, Thermoscientific). After 15 min incubation at 20°C, 3 volumes of ethanol 100% were added (#4146082, Carlo Erba Reagents) for 1 volume of upper aqueous phase. After centrifugation at 20,000 g for 15 min at 20°C the DNA pellet was washed twice in ethanol 70% (#528170, Carlo Erba Reagents), air dryed and resuspended in ultrapure DEPC treated water (#75-002-4, Thermo Fisher Scientific). DNA sample was stored at −80°C after flash-freezing in liquid nitrogen.

For RNA extraction, 50 mg of frozen liver tissues were homogenized in TRIzol Reagent (Invitrogen, 15596026) and RNA was extracted after precipitation with isopropanol and ethanol washes according to the manufacturer protocol. RNA sample was stored at −80°C after flash-freezing in liquid nitrogen.

### Reverse Transcription and Quantitative Real Time PCR Analysis

One μg of RNA was reverse transcribed to cDNA using iScript complementary DNA (cDNA) synthesis kit (Bio-Rad Laboratories, 1708840), according to the manufacturer's protocol.

cDNA or DNA were used for quantitative real-time PCR (RT-qPCR) using SsoAdvanced SYBR Green Supermix kit (Bio-Rad Laboratories, 1725270) according to the manufacturer's protocol. Gene expression was normalized to beta actin.

Primer sequences used for analysis are listed in Supplementary Primers List.

### Microarray Experiment

RNA concentration and integrity were assessed with the Agilent 2100 Bioanalyzer (Agilent Technologies) and amplified with the Illumina RNA amplification kit according to the manufacturer's protocol (Ambion) to obtain biotin-labeled complementary RNA from 250 ng total RNA. Hybridization processes were performed with Illumina MouseRef-8 v2.0 Expression BeadChip (Illumina Inc). Hybridized probes were detected with cyanin-3-streptavidin (1 mg/mL; Amersham Biosciences, GE Health Care) and scanned using an Illumina BeadArray Reader. Raw data were extracted with GenomeStudio 2011.1 software using the default settings and without any additional normalization.

The difference in gene expression between the two conditions (NO or IH) was determined using SAM software (Significant Analysis of Microarray, Stanford University, CA, USA, https://statweb.stanford.edu/~tibs/SAM/), which provides a list of significant genes and an estimate of the false discovery rate (FDR) representing the percentage of genes that could be identified by chance. The FDR was tested at 5%.

### Data Availability

The gene expression data reported in this paper are available in the National Center for Biotechnology Information Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/). The accession number is GSE104128.

### Statistical Analysis

Statistical analyses are detailed for each experiment in the figure legend. Heat maps were generated by R package “pheatmap”. Graphs were depicted using Microsoft Excel, GraphPad Prism and Affinity Designer.

### Functional Analysis

Functional analysis of the hepatic transcriptome was performed as previously described (13, 14). Briefly, the Database for Annotation, Visualization and Integrated Discovery (DAVID) and EnrichR pathway analysis tools were used to identify Gene Ontology (GO) terms (biological process and cellular compartments) and transcription factor binding site enrichment.

### Electron Microscopy

Liver pieces were fixed with glutaraldehyde 2% and paraformaldehyde 2% in phosphate buffer 0.1 M pH7.4 during 24 h at 20°C. Tissue was then washed with phosphate buffer 0.1 M pH7.4 and stained with Osmium Tetroxide 1% and Cacodylate 0.1 M pH7.2 during 1 h at 4°C. After extensive washes with water, tissues were further stained with Uranyl Acetate 1% pH4 during 1 h at 4°C before being dehydrated through graded ethanol solutions (30–60–90–100–100–100%). Tissues were then infiltrated with a mix of 1/1 epon/ethanol 100% during 1 h and went through several baths of fresh epon (Flukka) during 3 h. Finally, samples were embedded in fresh epoxy resin and left to polymerize during 72 h at 60°C. Ultrathin sections of tissue were cut with an ultramicrotome (Leica), post-stained with Uranyl Acetate 5% and Lead Citrate 0.4%. Tissue sections were observed with a transmission electron microscope (acceleration voltage: 80 k) (JEOL 1200EX) andimages were acquired with a digital camera (Veleta, SIS, Olympus). Themorphometric analysis was performed with iTEM software 7 (Olympus).

### Determination of Protein Concentration

Protein concentration was determined using the bicinchoninic acid (BCA) assay using bovine serum albumin (BSA) as a standard according to the manufacturer's protocol (Pierce).

### Determination of Mitochondrial Enzymatic Activities

Mitochondrial complexes activities were assessed on three times frozen and thawed purified mitochondria in order to alter the membranes and allow the access of the substrates to the enzymes.

Complex I: Rotenone-sensitive NADH-ubiquinone oxidoreductase (EC 1.6.5.3) activity was quantified using decylubiquinone 100 μM as electron acceptor and NADH 200 μM as a donor, in KH_2_PO_4_/K_2_HPO_4_ buffer at 10 mM pH7.5 containing BSA 3.75 mg/mL, KCN 2 mM, antimycin-A 7.5 μM. NADH oxidation was measured at 340 nm, before and after the addition of rotenone 4 μM to allow the calculation of the rotenone-sensitive specific activity which is characteristic of complex I.

Complex II: Succinate-ubiquinone reductase (EC 1.3.5.1) activity was quantified by measuring the decrease in absorbance at 600 nm due to the reduction of DCIP 100 μM. The measurement was performed in KH_2_PO_4_/K_2_HPO_4_ buffer 50 mM pH 7.5 in the presence of succinate 30 mM, decylubiquinone 100 μM, rotenone 2 μM and KCN 2 mM.

Complex III: Coenzyme Q—Cytochrome C—oxidoreductase activity (EC 1.10.2.2) was quantified by measuring the increase in absorbance at 550 nm due to the reduction of Cytochrome C at 100 μM. The measurement was performed in KH_2_PO_4_/K_2_HPO_4_ at 50mM pH7.5 in the presence of decylubiquinone 100 μM previously reduced by dithionite, EDTA 50 μM, KCN 1 mM. The specific activity was calculated by subtracting the activity obtained before and after addition of antimycin A at 5 μg/ml.

Complex IV: Cytochrome C oxidase (EC 1.9.3.1) activity was quantified by measuring oxidation of Cytochrome C 100 μM at 550 nm in KH_2_PO_4_/K_2_HPO_4_ buffer at 50 mM pH7.0.

Citrate synthase activity (EC 2.3.3.1) was determined in liver tissue as previously described (15).

### Analysis of Mitochondrial Oxygen Consumption

Hepatic mitochondria isolation and analysis was performed as previously described (16). Briefly, samples went through differential centrifugation procedure in Tris-HCl 20 mM pH7.4, sucrose 250 mM, EGTA 1 mM. The rate of mitochondrial oxygen consumption (JO_2_) was measured at 30°C using a Clark-type O_2_ electrode in a 1 mL-chamber filled with respiration buffer: Tris-HCl 20 mM pH 7.2, KCl125 mM, Pi-Tris10 mM, EGTA 0.1 mM, and using 1 mg/mL of mitochondrial proteins. Measurements were made in the presence of either glutamate 5 mM and malate 2.5 mM or succinate 5 mM or palmitoyl-carnitine 55 μM as substrates (state 2), after the addition of ADP 1 mM (state 3), followed by the addition of oligomycin 0.25 mg/mL (state 4).

### TUNEL Assay

The analysis of DNA fragmentation was evaluated by applying terminal deoxynucleotidyl transferase-mediated dUTP nick end-labeling (TUNEL) assay according to the manufacturer's protocol (Abcam). Briefly 5 μm thick paraffin embedded liver tissues were processed for TUNEL assay and the Axioscan fluorescent microscope (Zeiss) was used to visualize TUNEL-positive cells and nuclei counter-staining with 4,6-diamidino-2-phenylindole (DAPI). The TUNEL assay was performed on three biological replicates per group and four areas per biological replicate were analyzed using Image J® software (National Institutes of Health). TUNEL-positive cells were expressed as the percentage of liver area.

### Dihydroethidium (DHE) Staining

Cells are permeable to Dihydroethidium (DHE), which, upon reaction with a superoxide anion (O_2_-), forms ethidium bromide (a red fluorescent product) that intercalates in DNA. Frozen livers were cryosectioned at 10 μm thick, collected onto Superfrost plus slides (Dutscher France) and allowed to air dry for 15 min at room temperature. Slides were stained with 10 μM DHE (Sigma-Aldrich) for 30 min at 37°C (PBS was used as control) in a dark moist chamber. After washing, cover slips were added and the fluorescent signal was recorded using confocal microscopy (Zeiss, LSM510 Meta confocal microscope) and analyzed with ImageJ software. DHE-positive cells were expressed as the percentage of liver area.

### Immunohistochemistry

Protein detection by immunohistochemistry was performed as previously described (17). Briefly, glass slides (Superfrost Plus, Thermo Fischer) with 10 μm slices of paraffin embedded liver were rehydrated and processed for antigen retrieval with citrate buffer pH6 (C999, Sigma Aldich). Then, samples went into 3% hydrogen peroxide (H1009, Sigma Aldrich), to quench endogenous peroxidase activity and successively incubated with avidin-biotin blocking kit (SP-2001, Vector Laboratories), 5% goat serum (Vector Laboratories) and NRF2 rabbit primary antibody (ab31163, Abcam). After PBS washes, slides were incubated with biotinylated goat anti rabbit secondary antibody (Vector Laboratories) and processed according to the manufacturer's protocol (PK-6101, Vectastain Elite ABC kit peroxidase, Vector Laboratories). Then colorimetric substrate was added (E109, HistoGreen, Novus Biological) and slices were counterstained with Mayer hematoxylin (51275, Sigma Aldrich). Vectamount permanent medium (Vectorlab) was used to fix the coverslips on the slides. Images were then acquired using an Axio Scan microscope (Zeiss) and Zen® software (Zeiss).

## Results

### Unique Hepatic Transcriptomic Signature Related to IH

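Livers of 16-week-old male mice were profiled after 14 days of exposure to IH (n = 7 mice) or to normoxic air (NO, n = 8 mice). Each cycle of IH lasted 60 s, with 30 s at a FiO2 of 5% and 30 s at 21%, for 8 h per day, and the mice were killed on day 15. Labelled copies of 250 ng of liver RNA were hybridized to bead arrays that read 25697 probes. The sample records also hold epididymal adipose tissue arrays of the same design (8 NO and 8 IH), which the paper does not report. The paper's methods name TRIzol for the extraction of RNA, and the sample records name a column kit with DNase treatment.

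The deposited intensity table and the detection p-values cover 25697 probes on 31 arrays. Although the table was deposited as not normalized, its arrays share 1 distribution of values, as after quantile normalization over both tissues. From there the liver arrays were background-corrected and quantile normalized on a log2 scale. Probes detected on at least 7 of the 15 liver arrays were kept, and each gene was read from its brightest kept probe. This left 6443 genes for the test of IH against NO with limma. Between 8359 and 9158 probes were detected on the NO arrays (median 8603.5) and between 8712 and 9293 on the IH arrays (median 8898, two-sided exact permutation p = 0.0494). The 8 NO arrays lay on 1 chip, and the 7 IH arrays on 2 others (replicates 16 and 17 on one, replicates 18 to 22 on the other), so chip and exposure are confounded. The gene lists, the tests of genes and lists between IH and NO and the rule for naming genes were chosen before the data were examined. The number of arrays limits the precision of every value.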

We investigated whether 14 days of IH alters the hepatic transcriptome (Figure 1B). Bioinformatic analysis revealed that IH significantly alters the expression of 364 genes. Among them, 176 were upregulated and 188 downregulated by IH (Figure 1C). 

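The largest rise in the IH liver was that of Dbp, which encodes a transcription factor driven by the circadian clock. Its log2 intensity was 7.69 ± 0.41 (SD, n = 8) under NO and 10.74 ± 1.64 (SD, n = 7) under IH, a log2 fold change of 3.05 (standard error 0.54, adjusted p = 0.0301 from limma). Nr1d2, which encodes the clock repressor REV-ERB beta, rose from 7.56 ± 0.55 (SD, n = 8) to 9.39 ± 0.62 (SD, n = 7), by 1.83 (standard error 0.28, adjusted p = 0.00895). P4ha1, which encodes a prolyl hydroxylase of collagen, fell from 7.14 ± 0.32 (SD, n = 8) to 5.61 ± 0.49 (SD, n = 7), a log2 fold change of −1.54 (standard error 0.20, adjusted p = 0.00261), and was detected on 1 of 7 IH arrays. Tmem161a, which encodes a membrane protein, had 7.04 ± 0.31 (SD, n = 8) under NO and was not above background on any IH array, so it fell by at least 1.85-fold (adjusted p = 6.07e-04). For P4ha1 and Tmem161a every IH liver lay below every NO liver (two-sided exact permutation p = 1.55e-04, the smallest that 7 mice against 8 allow).

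At an unadjusted p of 0.01 or less, 402 of 6443 genes differed between IH and NO, where 64.4 would be called by chance. At an adjusted p under 0.05, 60 genes differed with limma. A permutation test of the SAM type gave 169 at an estimated false discovery rate under 0.05, which is another measure than the adjusted p.

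The count of 60 depended on single mice. It was 99, 95, 8, 5, 6, 13, 39 and 23 without NO replicates 1 to 8 in turn, and 64, 9, 6, 4, 5, 12 and 10 without IH replicates 16 to 22 in turn. Nr1d2, 2610528J11Rik, P4ha1 and Tmem161a kept their call whichever mouse was left out. Dbp lost it without NO replicate 4 (adjusted p = 0.0556), NO 5 (0.0569), IH 19 (0.0733), IH 20 (0.0748) or IH 21 (0.0518). With chip as a random block 5 genes remained, and for Dbp the adjusted p was 0.0919. These 5 were Nr1d2, 2610528J11Rik, P4ha1, Tmem161a and the splicing factor kinase Srpk2, at 0.82 (adjusted p = 0.0315), which was named after its value was seen. With array weights 220 genes passed. With the number of detected probes as a covariate, an alternative chosen after the data were seen, Tmem161a alone passed (adjusted p = 0.00654). With only IH replicates 16 and 17, which share a chip that holds no other array of the set, no gene passed limma's adjusted p, and 407 of 6043 had an unadjusted p under 0.05.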

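The genes higher in the IH liver included another clock gene, a steroid dehydrogenase gene and a bile acid transporter gene. Nr1d1, which encodes the repressor REV-ERB alpha, rose from 7.01 ± 0.75 (SD, n = 8) to 8.55 ± 0.52 (SD, n = 7), by 1.53 (standard error 0.31, adjusted p = 0.0353 from limma), and its other probe read 1.64. Hsd17b6, which encodes a hydroxysteroid dehydrogenase, rose by 1.35 (standard error 0.27, adjusted p = 0.0353), and Slc10a1, the uptake transporter for bile acids, by 1.06 (standard error 0.21, adjusted p = 0.0354). The uncharacterized 2610528J11Rik rose by 1.41 (standard error 0.21, adjusted p = 0.00895), the RNA helicase gene Ddx5 by 1.32, and the interleukin 15 receptor gene Il15ra by 1.06. Under NO, 2610528J11Rik, Ddx5 and Slc10a1 were detected on 1 of 8 NO arrays each and Il15ra on 5 of 8. For those detected on 1 NO array the NO values lie mostly at background, so the size of the rise is uncertain. Over 25 alternatives set before the data were examined, 2610528J11Rik ranged from 0.31 to 1.60 and kept its call in all 25. Ddx5 ranged from 0.29 to 1.55 and was called in 5 of 25. The nuclear pore gene Nup37 was detected on every IH array and no NO array and rose by at least 1.05-fold. Eef1a1, a translation elongation factor gene, rose by 0.96, and its probe is among those that dropped on the IH arrays of adipose tissue.

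Among the genes lower under IH, Tubb2b, which encodes a beta tubulin, went from 10.56 ± 0.29 (SD, n = 8) to 9.00 ± 0.92 (SD, n = 7), a log2 fold change of −1.55 (standard error 0.31, adjusted p = 0.0353). Slc1a4, a transporter of neutral amino acids, fell by 1.44 (standard error 0.31, adjusted p = 0.0395), and every IH liver lay below every NO liver, with the probe detected on 4 of 7 IH arrays. The adaptor gene Dok3 fell by 0.96 (detected on 2 of 7 IH arrays), Abi3, an actin regulator, by 0.79, Get1, which inserts tail-anchored proteins, by 0.75, and Rplp0, of the ribosomal stalk, by 0.74. Serpinb6b, a protease inhibitor gene, fell by 0.96 (detected on 1 of 7 IH arrays), and Tor3a, of the torsin family, by 0.91. The probes of Serpinb6b and Tor3a also dropped on the IH arrays of adipose tissue, and without such probes, an alternative chosen after the data were seen, Tor3a read −0.36 (adjusted p = 0.455).

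At an unadjusted p of 0.01 or less 174 genes were higher and 228 were lower, and at an adjusted p under 0.05 the counts were 29 and 31. Each gene named here moved the same way on all 7 IH arrays against the NO mean, and the adjusted p of those without one shown lay between 0.0301 and 0.0474.

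**Figure D1:**
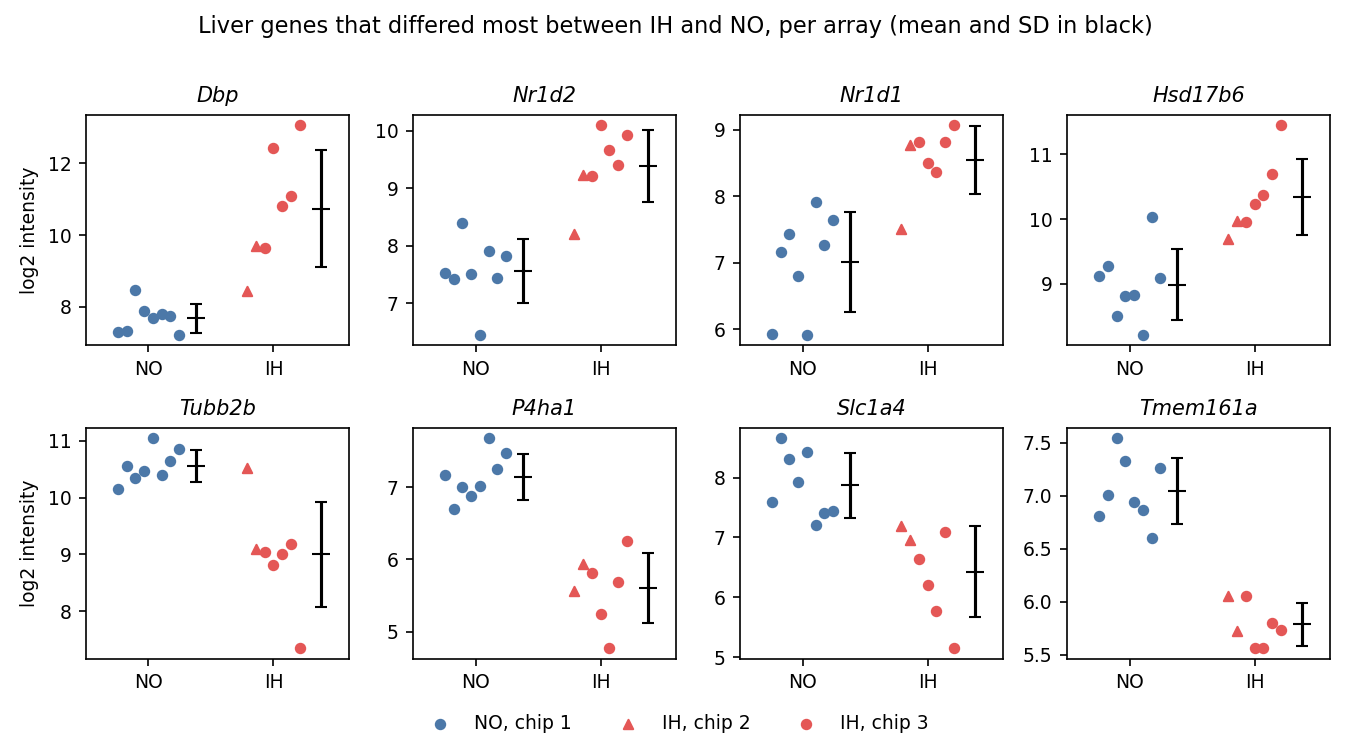
Log2 intensity of 8 genes on each liver array under NO (n = 8) and IH (n = 7), with symbols by chip and the mean and SD in black. Dbp, Nr1d2, Nr1d1 and Hsd17b6 sit higher under IH, and Tubb2b, P4ha1, Slc1a4 and Tmem161a sit lower, with Tmem161a not above background on the IH arrays.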

Gene ontology analysis highlighted changes in distinct biological processes and cellular compartment. Both oxidative phosphorylation and mitochondria functional modules were overrepresented in the upregulated genes, whereas glycan biosynthesis and Golgi functions were prominent among those that were downregulated (Figure 1D).

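Oxidative phosphorylation (OXPHOS) genes encode the respiratory complexes of the mitochondrial inner membrane, and camera called them higher as a group in the IH liver. Of 69 subunit genes measured, 50 had a log2 fold change above 0, with a median of 0.11 (adjusted p = 0.00125 from limma's camera test, and adjusted p = 0.653 with an estimated correlation). At an unadjusted p of 0.01 or less, 8 were higher, against 1.86 by chance (adjusted p = 0.00659, Fisher's exact test), and 2 were lower; no subunit passed when adjusted over the list alone, and at an unadjusted p under 0.05 13 were higher and 2 lower. The lists for OXPHOS and for the glycan, Golgi, transcription factor, clock and Notch terms follow terms that the paper found on these samples, so their counts are not independent evidence. The OXPHOS mean was above the NO mean in 6 of 7 IH livers (two-sided exact permutation p = 0.0601). Pdha1, of the pyruvate dehydrogenase complex, was higher by 0.53 (standard error 0.12, adjusted p = 0.0406), in 7 of 7 IH livers. The 16 genes of the tricarboxylic acid cycle had a median of 0.17 (adjusted p = 0.0578), and Pdha1 alone of them passed when adjusted over the list alone. The 6 genes of ketone body metabolism had a median of 0.27 (adjusted p = 0.150), and the 26 of amino acid and butanoate metabolism 0.05 (adjusted p = 0.174). The 17 genes of bile acid synthesis and transport had a median of 0.06 (adjusted p = 0.143). Of these the bile acid transporters Slc10a1 and Slco1a4 (1.14) were higher at an unadjusted p of 0.01 or less. They were detected on 1 and 6 of 8 NO arrays, so the rise of Slc10a1 starts mostly from background. Slc27a5 (−0.36), which activates bile acids for conjugation, was lower at that p.

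Of 592 Reactome sets, 3 were called, all higher and all of respiration, the widest being the citric acid cycle and respiratory electron transport (95 genes, median 0.11, adjusted p = 0.00771, and adjusted p = 0.860 with an estimated correlation). The OXPHOS call was lost without NO replicate 3 (adjusted p = 0.0721), and with only IH replicates 16 and 17 the median was 0.01 (adjusted p = 0.803). Without the probes that dropped on the IH arrays of adipose tissue, an alternative chosen after the data were seen, it was 0.06 (adjusted p = 0.0201).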

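Enzymes that build heparan and chondroitin sulfate, the sugar chains of proteoglycans, had a median log2 fold change of −0.25 over 13 genes. Their mean was below the NO mean in all 7 IH livers (two-sided exact permutation p = 3.11e-04, adjusted p = 0.0155 over 50 lists), whereas camera gave an adjusted p = 0.0744, and adjusted p = 0.653 with an estimated correlation. Hs2st1, a heparan sulfotransferase gene, fell by 0.67 (standard error 0.14, adjusted p = 0.0389 from limma). When adjusted over the list alone 4 genes were lower, namely Hs2st1, Xylt2 (−0.57, standard error 0.14), which starts the chains, Extl3 (−0.34), and Hs3st3a1 (−0.57, detected on 9 of 15 arrays). With no detection filter the median was 0.03 over 30 genes (adjusted p = 0.785), and with the authors' processed values −0.12 (adjusted p = 0.0917). Camera called this list lower without NO replicate 5 (adjusted p = 0.0463), IH 17 (0.0499) or IH 18 (0.0448).

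The 32 genes of N-glycan biosynthesis had a median of −0.13 (adjusted p = 0.125), with 10 above 0. At an unadjusted p of 0.01 or less 3 were lower, namely Dpm2 (−0.31, standard error 0.09), of dolichol-phosphate mannose synthesis, the galactosyltransferase gene B4galt3 (−0.52, standard error 0.15), and the mannosyltransferase gene Alg1 (−0.33, standard error 0.10); none passed when adjusted over the list alone. The list was called lower without NO replicate 8 (adjusted p = 0.0475) or IH 17 (0.0498). Golgi and COPI or COPII vesicle transport genes, which carry cargo between the endoplasmic reticulum and the Golgi, had a median of −0.05 over 69 genes (adjusted p = 0.921). Of these, 4 were higher at an unadjusted p of 0.01 or less, namely Sec23a, Arf5, Tmed2 and Golga7, and Sec22b (−0.34) was lower. Sec23a, of the COPII coat, rose by 0.86 (standard error 0.18, adjusted p = 0.0387), with the probe detected on 3 of 8 NO arrays. Arf5 had 0.69 and Golga7 0.46. Tmed2 (0.57) was named after its value was seen. With only IH replicates 16 and 17 the Golgi list was called higher (median 0.07, adjusted p = 0.0304).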

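Genes of the general transcription machinery were called lower as a group in the IH liver by camera. The 18 basal transcription factor genes had a median log2 fold change of −0.18 (adjusted p = 0.0382 from limma's camera test, and adjusted p = 0.653 with an estimated correlation), and their mean was below the NO mean in all 7 IH livers (two-sided exact permutation p = 0.0287). Taf12, of the TFIID complex, was lower by 0.54 (standard error 0.11, adjusted p = 0.0366), although its other probes read 0.17 and 0.23, and Taf9 had 0.61 (other probe 0.21). At an unadjusted p of 0.01 or less 6 were lower, against 0.637 by chance (adjusted p = 9.55e-04, Fisher's exact test), and the same 6 were lower when adjusted over the list alone, Gtf2h3 (−0.49) and Gtf2f1 (−0.48) among them. The camera call was lost without NO replicate 1 (adjusted p = 0.0555), NO 2 (0.0510), NO 3 (0.0721), NO 8 (0.070), IH 19 (0.0569) or IH 22 (0.0855). It was also lost with no detection filter (adjusted p = 0.384), the mean of the kept probes (0.0905), array weights (0.0503) or IH replicates 16 and 17 only (0.141). The same holds for the number of detected probes as a covariate (0.188) and without the probes that dropped in adipose tissue (0.0767), which were chosen after the data were seen.

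The 14 circadian clock genes had a median of 0.49 (adjusted p = 0.0494, and adjusted p = 0.653 with an estimated correlation), with 9 above 0. When adjusted over the list alone 7 were higher, Dbp, Nr1d2, Nr1d1 and Tef (1.22) among them, and 4 were lower, among them Arntl, which encodes the activator BMAL1. Arntl read −1.76 (standard error 0.42, adjusted p = 0.0595), with every IH liver below every NO liver and detection on 5 of 7 IH arrays, and its probe dropped on the IH arrays of adipose tissue. Of the 14 genes 4 were higher at an unadjusted p of 0.01 or less (adjusted p = 0.00659, Fisher's exact test), and 3 were lower (adjusted p = 0.0795). The clock call was lost without NO replicate 1 (adjusted p = 0.0798), NO 2 (0.214), NO 3 (0.156), NO 7 (0.0636), IH 18 (0.0587), IH 19 (0.110), IH 20 (0.210) or IH 22 (0.0695), and with only IH replicates 16 and 17 the median was 0.02 (adjusted p = 0.811). It was also lost with quantile normalization without background correction (adjusted p = 0.0936), median scaling (0.0538), the deposited signal (0.0938), the authors' processed values (0.0966), no detection filter (0.0629), detection on every array (0.314), the trend and robust fit (0.0590), array weights (0.107) or chip as a random block (0.0562).

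The 13 genes of Notch signalling had a median of −0.12 (adjusted p = 0.527). Adam17, the protease that sheds Notch ectodomains, fell by 0.40 (standard error 0.08, adjusted p = 0.0353), with every IH liver below every NO liver, and was the only member to pass when adjusted over the list alone. Psen2, of the gamma-secretase complex, read −0.32.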

### NRF-Dependent Hepatic Transcription in Response to IH

To decipher the transcriptional pathways rewired by IH, transcription factor binding sites (TFBS) and consensus target genes analysis were performed on significantly altered hepatic transcripts using EnrichR to identify associated transcription factors (TFs) (Figures 1E,F). Nuclear Respiratory Factor 2 (NRF2) consensus target genes (Figure 1E) and Nuclear Respiratory Factor 1 (NRF1) binding sites were highly enriched in our dataset (Figure 1F). 

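Known targets of NFE2L2, the antioxidant factor also called NRF2, were called higher as a group in the IH liver by camera. The median log2 fold change of 33 target genes was 0.12 (adjusted p = 0.0407 from limma's camera test, and adjusted p = 0.720 with an estimated correlation), and 22 were above 0. Sqstm1, an autophagy receptor gene, was the only member at an unadjusted p of 0.01 or less, at 0.35 (standard error 0.10, adjusted p = 0.116); none passed when adjusted over the list alone, and 3 were higher at an unadjusted p under 0.05. The mean of the list did not separate the livers (two-sided exact permutation p = 0.381). The call was lost without NO replicate 2 (adjusted p = 0.158), NO 3 (0.281), IH 19 (0.119), IH 20 (0.142) or IH 22 (0.0991), and with only IH replicates 16 and 17 the median was −0.15 (adjusted p = 0.0805). It was also lost with array weights (adjusted p = 0.113), with chip as a random block (0.0562) and, in an alternative chosen after the data were seen, without the probes that dropped in adipose tissue (0.0573).

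Targets of nuclear respiratory factor 1 act in respiration and in mitochondrial DNA maintenance. Their median was 0.01 over 28 genes (adjusted p = 0.443), with 14 above 0. Ssbp1, which encodes a protein that binds mitochondrial DNA, read 0.30 (standard error 0.08, adjusted p = 0.0798), every IH liver lay above every NO liver (two-sided exact permutation p = 3.11e-04), and it was the only target to pass when adjusted over the list alone. Binding sites were not searched, since no genome sequence was at hand.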

NRF1 and NRF2 are cap-n-collar basic leucine zipper (CNC-bZIP) transcription factors that regulate mitochondrial respiration and antioxidant defenses (18–20), there was thus a strong rationale to target mitochondria for subsequent experiments.

### IH Impacts the Expression of Hepatic Mitochondrial Electron Transport Chain Subunits Without Altering Individual Complex Activities

To better understand the impact of IH on mitochondrial physiology, we focused our attention on the mitochondrial genes that were differentially expressed in the hepatic transcriptome. Most of these genes belong to the electron transport chain (ETC) and are upregulated upon IH (Figures 2A,B and Supplementary Figure 2). This is exemplified by the expression profiles of prototypical NRFs target genes such as *Cox5b* (ETC complex IV), *Atp5j* (ETC complex V) and *Tfam* [Figure 2C and Supplementary Figure 2, (21)]. Nonetheless the activity of complex I, II, III and IV was not different between groups (Figure 2D).

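The subunit genes with the smallest p encode parts of complexes I, III, IV and V. Ndufb3, of complex I, read 0.32 (standard error 0.08, adjusted p = 0.0697 from limma) and was the only complex I gene to pass when adjusted over the list alone. Ndufa1, also of complex I, read 0.34 (standard error 0.10, adjusted p = 0.116). Cox7c, of complex IV, read 0.35 (standard error 0.10, adjusted p = 0.102). Atp5a1 and Atp5pb, of the ATP synthase, both read 0.41 (standard errors 0.11 and 0.13, adjusted p = 0.0924 and 0.126), and for Atp5a1 the probe dropped on the IH arrays of adipose tissue. Uqcrh, of complex III, read 0.27 (standard error 0.09, adjusted p = 0.143), and each of these 6 genes was higher on 7 of 7 IH arrays. Ndufv2, of complex I, read −0.21 (standard error 0.07, adjusted p = 0.157), and Atp5o, of the ATP synthase, −0.95 (standard error 0.29, adjusted p = 0.124), both below the NO mean on 7 of 7 IH arrays.

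By complex, the 33 genes of complex I had a median of 0.11 (adjusted p = 0.0382 from camera, and adjusted p = 0.653 with an estimated correlation). The 10 of complex IV had 0.14 (adjusted p = 0.0382, and adjusted p = 0.653 with an estimated correlation). The 7 of complex III had 0.02 (adjusted p = 0.143), with Uqcrh and Uqcrb (0.32) higher when adjusted over the list alone. The 16 of the ATP synthase had 0.09 (adjusted p = 0.109), with Atp5a1, Atp5pb and Atp5j higher and Atp5o lower when adjusted over the list alone. Of complex II, Sdhb read 0.06, Sdhc 0.01 and Sdhd 0.24, too few for a test of the group. The probes of Uqcrb and Sdhd also dropped on the IH arrays of adipose tissue. The 68 genes of the mitochondrial ribosome had a median of −0.06 (adjusted p = 0.207), and 3 were lower at an unadjusted p of 0.01 or less, namely Mrpl11 (−0.32), Mrpl36 (−0.27) and Mrps30 (−0.21).

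Of the genes shown as upregulated in Figure 2A, 9 were measured, 9 were above 0 and 6 were at an unadjusted p of 0.01 or less (median 0.32). When adjusted over the list alone 7 were higher, which is not independent evidence, since the list was chosen on these samples. The others read 0.29 for Ndufb5 (exact permutation p = 0.00917), whose probe dropped on adipose IH arrays, 0.21 for Ndufb6 (exact permutation p = 0.0810; other probe 0.51) and 0.15 for Cox6a1 (exact permutation p = 0.143; other probe 0.35), all two-sided. Of 50 measured genes that the paper names, 8 were higher and 1 was lower at an unadjusted p of 0.01 or less. None passed limma's adjusted p, and 13 had an unadjusted p under 0.05. The count of 9 was 5 without NO replicate 3, 5 without IH replicate 22 and 5 with chip as a random block.

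The complex I call was lost without NO replicate 2 (adjusted p = 0.0823), NO 3 (0.156), NO 4 (0.0812), IH 19 (0.0569) or IH 22 (0.0855). The complex IV call was lost without NO replicate 2 (adjusted p = 0.0510), NO 3 (0.0860), NO 4 (0.0649), IH 19 (0.0569) or IH 22 (0.0695). With array weights the adjusted p was 0.0991 for complex I and 0.0523 for complex IV, with only IH replicates 16 and 17 it was 0.712 for both, and with no detection filter it was 0.145 for complex IV. Without the probes that dropped in adipose tissue, chosen after the data were seen, it was 0.0881 and 0.0573. The paper reports enrichment of NRF2 target genes and of NRF1 binding sites. Since it describes both factors as regulators of respiration and antioxidant defence, it reasons that mitochondria should be the focus of its further experiments. It also states that most of the altered mitochondrial genes belong to the electron transport chain and are upregulated.

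**Figure D2:**
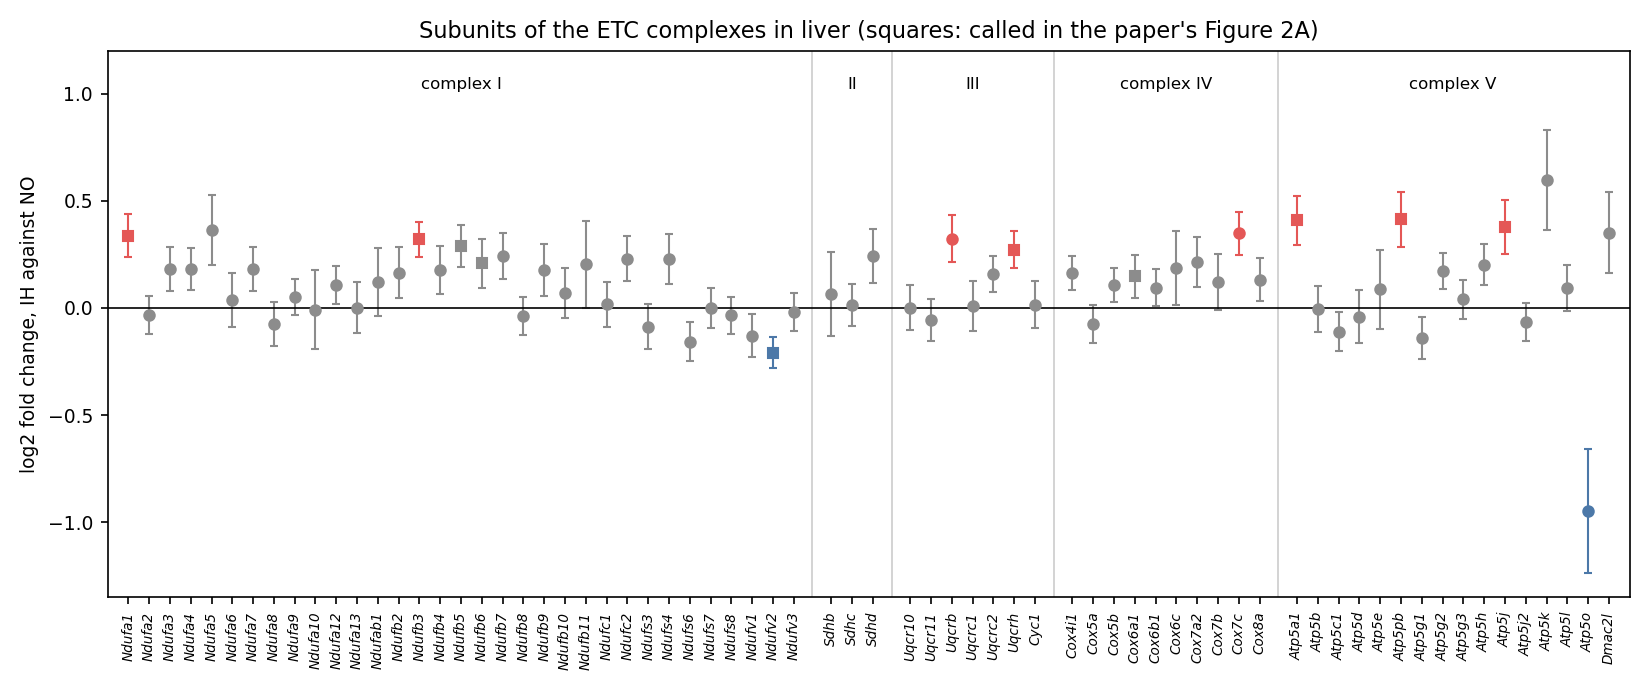
Log2 fold change (IH against NO) with standard error for 69 subunit genes, ordered by complex. Red and blue mark genes at an unadjusted p of 0.01 or less (8 higher, 2 lower), grey marks the others, and squares mark genes of Figure 2A.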

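Atp5j, a subunit of the ATP synthase, had a log2 intensity of 12.83 ± 0.29 (SD, n = 8) under NO and 13.21 ± 0.16 (SD, n = 7) under IH. Its log2 fold change was 0.38 (standard error 0.13, adjusted p = 0.152 from limma), above the NO mean on 7 of 7 IH arrays (two-sided exact permutation p = 0.0103), and its other probes read 0.04 and 0.60. Cox5b, of complex IV, read 13.23 ± 0.11 (SD, n = 8) and 13.34 ± 0.12 (SD, n = 7), a difference of 0.11 (standard error 0.08, adjusted p = 0.519) with 5 of 7 IH arrays above the NO mean. Tfam, which encodes a factor that packages mitochondrial DNA and activates its transcription, read 9.01 ± 0.24 (SD, n = 8) and 8.97 ± 0.17 (SD, n = 7), a log2 fold change of −0.05 (standard error 0.11, adjusted p = 0.880), with 2 of 7 IH arrays above the NO mean. The changes in Cox5b and Tfam were no larger than the spread between mice.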

**Figure 2:**
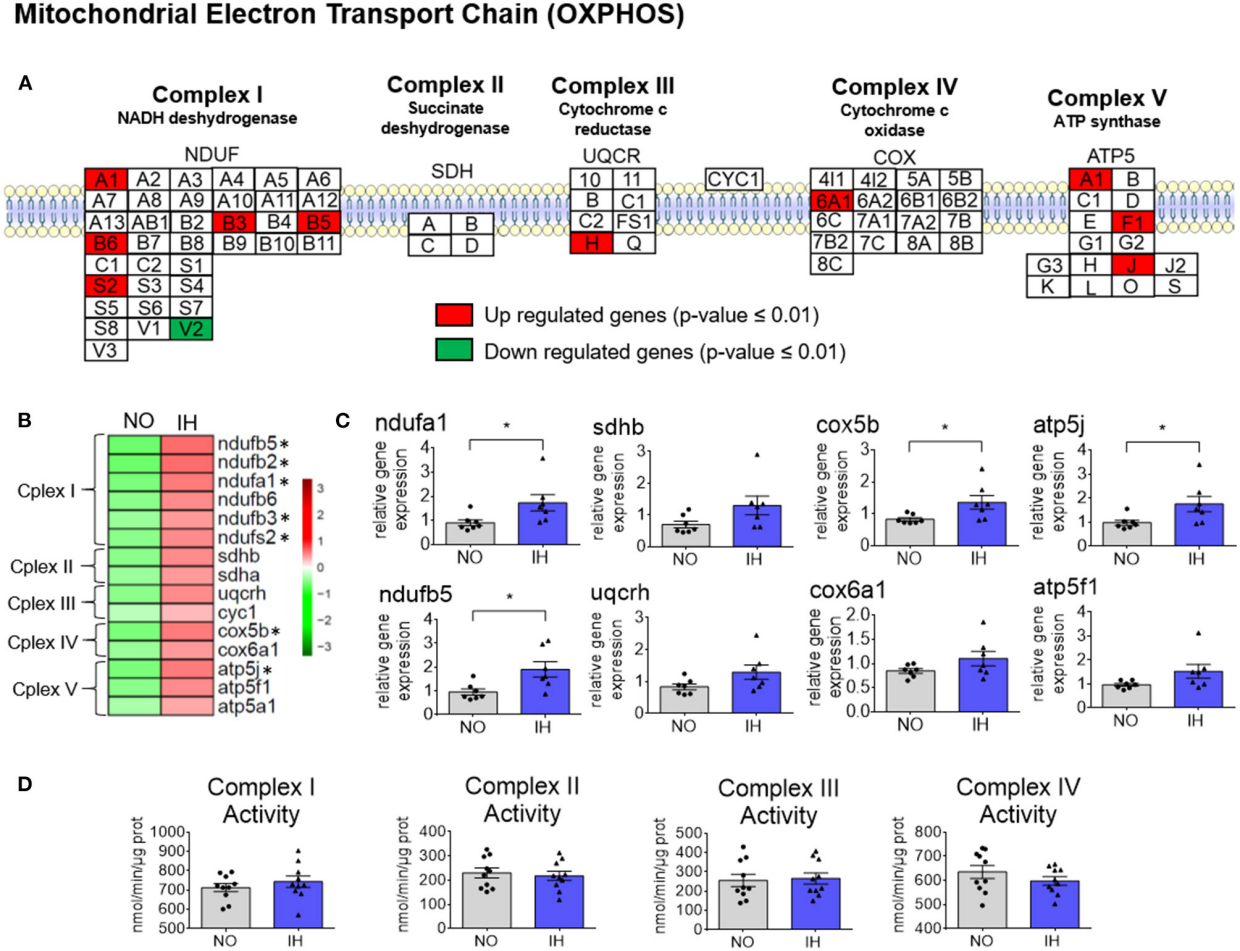
Rewiring of the mitochondrial electron transport chain (ETC) complexes (Cplex) due to IH. **(A)** Scheme representing the subunits of the five complexes of the mitochondrial ETC. ETC components with significantly dysregulated expression according to the transcriptome are highlighted (*P* ≤ 0.01). Upregulated genes are highlighted in red and downregulated genes are highlighted in green. **(B)** Heatmap of representative gene expression profiles associated with ETC determined by quantitative real-time PCR. Gene expression was normalized to beta-actin and presented as mean + standard error of mean (SEM, *n* = 7 biological replicates per group). Significance was calculated using a Student's *t* test and *indicates *p*-value cut-offs of 0.05. **(C)** Selected expression profiles of genes belonging to the ETC determined by quantitative real-time PCR. Gene expression was normalized to beta-actin and presented as mean + standard error of mean (SEM, *n* = 7 biological replicates per group). Significance was calculated using Student's *t* test and *indicates *p*-value cut-offs of 0.05. **(D)** Enzymatic activity of ETC complexes in isolated mitochondria from NO and IH mouse livers. Activity was normalized to the amount of proteins from isolated mitochondria and presented as mean + standard error of mean (SEM, *n* = 10 biological replicates per group).

### IH Alters Hepatic Mitochondria Morphology and Dynamics

Changes in ETC composition are often associated with morphological adaptations including mitochondrial number, structure or dynamics. We first evaluated the morphological changes of mitochondria using electron microscopy (Figure 3A). We observed no change in mitochondrial density or mitochondrial number (Figures 3B,C and Supplementary Figure 4) but the cross-sectional area of the mitochondria was increased upon IH while the cristae density remained similar between groups (Figure 3B). 

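Among genes of mitochondrial fusion, fission and degradation, those of mitophagy had the smallest p in the IH liver. Ulk1, a kinase gene that starts autophagy, read 0.81 (standard error 0.21, adjusted p = 0.0798 from limma, 7 of 7 IH arrays higher), and its other probe 0.56. Fundc1, a mitophagy receptor gene, read −0.48 (standard error 0.12, adjusted p = 0.0689). Fis1, of fission, read 0.31 (standard error 0.11, adjusted p = 0.160, 6 of 7 arrays higher). The outer membrane fusion gene Mfn1 had a log2 intensity of 10.29 ± 0.13 (SD, n = 8) under NO and 10.33 ± 0.12 (SD, n = 7) under IH, a difference of 0.04 (standard error 0.08, adjusted p = 0.867), and its other probe read −0.04. Ppargc1a, which encodes the coactivator PGC1A, had 7.27 ± 1.98 (SD, n = 8) and 7.53 ± 1.46 (SD, n = 7), a difference of 0.26 (standard error 0.82, adjusted p = 0.911) that is small against the spread between mice, with detection on 11 of 15 arrays.

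Over 17 genes of fusion, fission and degradation the median was 0.08 (adjusted p = 0.150 from camera). When adjusted over the list alone Ulk1, Sqstm1 and Fis1 were higher, and Fundc1 and Stoml2 (−0.55, named after its value was seen) were lower. Among the others Mfn2 read 0.15 and the fission gene Dnm1l −0.05, with its other probe at 0.39. The 4 biogenesis genes had a median of 0.11 (adjusted p = 0.944), with 2 above 0. Opa1 was not detected on enough arrays to be kept.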

We then assessed the expression of genes involved in mitochondrial fusion, fission, biogenesis and degradation (Figures 3D–F and Supplementary Figure 3) and found a significant increase in two master regulators of mitochondrial biogenesis and fusion named *Ppargc1a* and *Mfn1* (Figures 3E,F and Supplementary Figure 3). As remodeling of mitochondrial morphology often reflects functional changes, we further assessed mitochondrial function.

**Figure 3:**
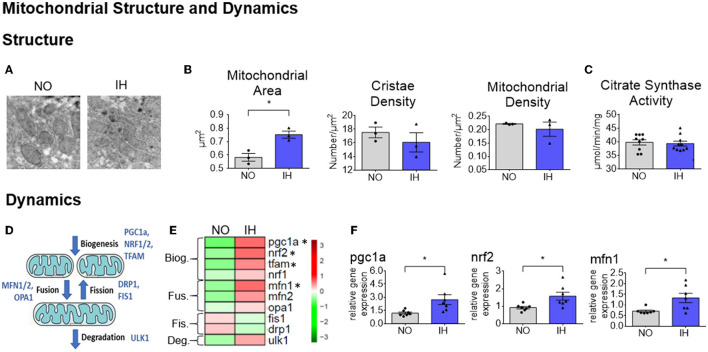
Remodeling of mitochondrial ultrastructure and dynamics due to IH. **(A)** A comparison of representative mitochondria from NO and IH livers by electron microscopy (EM) **(B)** Mitochondrial surface (left panel), cristae density (middle panel) and mitochondrial density in the field (right panel) were quantified (*n* = 3 biological replicates per group) and presented as mean + SEM **(C)** Mitochondrial number was evaluated through the determination of citrate synthase activity (*n* = 9–10 biological replicates per group) and presented as mean + SEM **(D)** Scheme representing the genes involved in mitochondrial dynamics [i.e., biogenesis (Biog.), fusion (Fus.), fission (Fis.) and degradation (Deg.)]. **(E)** Heatmap of representative gene expression profiles involved in mitochondrial dynamics determined by quantitative real-time PCR. Gene expression was normalized to beta-actin and presented as mean + SEM (*n* = 7 biological replicates per group). Significance was calculated using Student's t test and *indicates *p*-value cut-off of 0.05. **(F)** Selected expression profiles of genes involved in mitochondrial dynamics determined by quantitative real-time PCR. Gene expression was normalized to beta-actin and presented as mean + standard error of mean (SEM, *n* = 7 biological replicates per group). Significance was calculated using Student's *t* test and *indicates *p*-value cut-offs of 0.05.

### IH Affects Hepatic Mitochondrial Respiration and Substrate Usage

We investigated how IH affects the respiration rate of freshly isolated hepatic mitochondria in the presence of specific substrates like glutamate and malate, succinate or palmitoyl-carnitine (Figures 4A–C). Succinate and palmitoyl-carnitine state 2 respiration rates were slightly increased by IH whereas an increase in the state 4 respiration rate was only observed in the presence of glutamate/malate. Mitochondrial state-3 (phosphorylating) oxygen consumption was higher in IH mice than in NO mice independent of the substrate used. However, the increase was greater with palmitoyl-carnitine (+33%) than with glutamate/malate (+14%) or succinate (+12%). To compare the variation between IH and NO we calculated the IH over NO ratio for each substrate and each respiration state (Figure 4D). Since this ratio was markedly increased with the palmitoyl-carnitine substrate, this suggests a remarkable ability of the mitochondria to use fatty acids as fuel in IH conditions.

**Figure 4:**
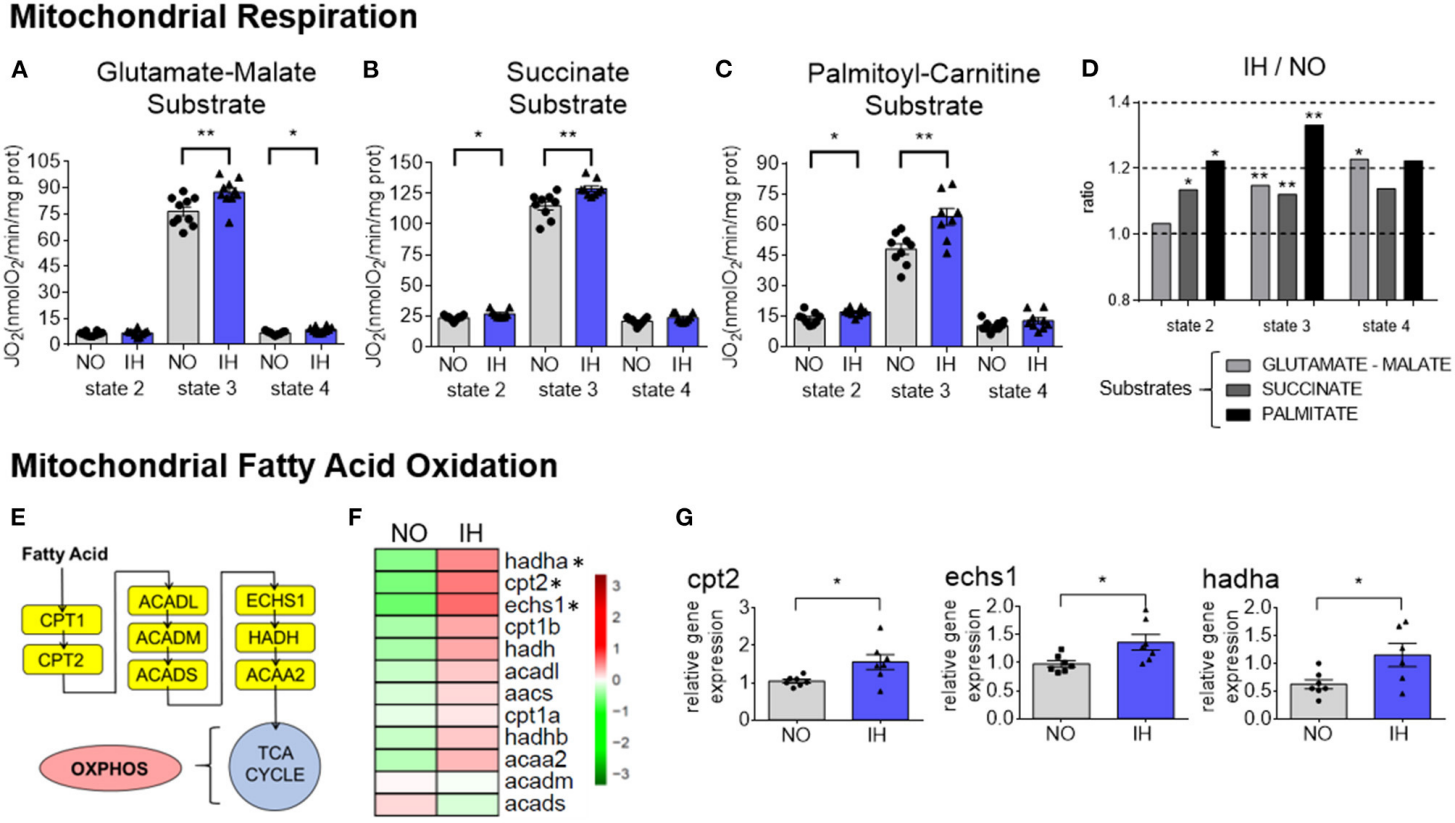
Reprogramming of mitochondrial respiration and fatty acid oxidation. **(A–C)** Mitochondrial oxygen consumption with different substrates in NO and IH livers. Mitochondrial respiration is presented as mean + SEM (*n* = 9–10 biological replicates per group). Significance was calculated using Student's *t* test and * and **indicate *p*-value cut-offs of 0.05 and 0.01, respectively. **(D)** IH over NO ratio of mitochondrial oxygen consumption obtained in **(A–C)**. **(E)** Scheme representing the genes involved in mitochondrial fatty acid oxidation steps. **(F)** Heatmap of representative gene expression profiles involved in mitochondrial fatty acid oxidation determined by quantitative real-time PCR. Gene expression was normalized to beta-actin and presented as mean + SEM (*n* = 7 biological replicates per group). Significance was calculated using Student's *t* test and *indicates *p*-value cut-off of 0.05. **(G)** Selected expression profiles of genes involved in mitochondrial fatty acid oxidation determined by quantitative real-time PCR. Gene expression was normalized to beta-actin and presented as mean + SEM (*n* = 7 biological replicates per group). Significance was calculated using Student's t test and *indicates *p*-value cut-off of 0.05.

### IH Remodels the Expression of Hepatic Mitochondrial Fatty Acid Oxidation Genes

Mitochondrial fatty acid oxidation (FAO) depends on several enzymes, transporters, and other facilitating proteins (Figure 4E). 

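Of the enzymes of mitochondrial fatty acid oxidation, Hadh, the short-chain hydroxyacyl-CoA dehydrogenase gene, had the largest log2 fold change in the IH liver on the probe used. Its log2 intensity was 6.35 ± 0.62 (SD, n = 8) under NO and 7.31 ± 0.32 (SD, n = 7) under IH, a log2 fold change of 0.96 (standard error 0.24, adjusted p = 0.0689 from limma). It was above the NO mean on 7 of 7 IH arrays (two-sided exact permutation p = 0.00249), and its probe was detected on 4 of 8 NO arrays. Its other probe read 0.16, and the probe used is among those that dropped on the IH arrays of adipose tissue. Acadm, the medium-chain acyl-CoA dehydrogenase gene, read 0.25 (standard error 0.12, adjusted p = 0.30), higher on 7 of 7 arrays, and its other probe 0.58 (unadjusted p = 0.00961). Acadl, the long-chain form, read −0.04 on the probe used and 0.74 on its other probe (unadjusted p = 0.00362). Acaa2, a thiolase gene, read 0.23 on the probe used and 0.53, 0.49 and 0.26 on the others (unadjusted p = 0.00492, 0.0134 and 0.128). Cpt2, which completes the carnitine shuttle, read 0.02 (standard error 0.10, adjusted p = 0.956, 3 of 7 arrays higher), and Echs1, an enoyl-CoA hydratase gene, 0.01 (standard error 0.10, adjusted p = 0.971, 4 of 7).

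Over the 9 genes measured the median was 0.07 and the mean 0.20, with 8 above 0 (adjusted p = 0.115 from camera). Their mean was higher than the NO mean in 7 of 7 IH livers (two-sided exact permutation p = 0.0343, adjusted p = 0.227 over the lists). With the brightest probe of each gene, Hadh alone passed when adjusted over the list alone. Camera called the list without NO replicate 8 (median 0.10, adjusted p = 0.0475), with the mean of the kept probes in place of the brightest (0.34, adjusted p = 0.0311), and with no detection filter (adjusted p = 0.0450). Cpt1a was not detected on enough arrays to be kept.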

We thus analyzed the expression of genes belonging to this pathway (Figures 4F,G and Supplementary Figure 2). Among the genes tested we observed a significant increase in *Cpt2*, the rate-limiting transporter for FAO, *Hadha* and *Echs1* (Figure 4G). Altogether these data strongly support an adaptation of liver metabolism to use fatty acids as fuel upon IH exposure.

### IH Induces Hepatic Oxidative Stress and DNA Damage

Mitochondria are an important source of reactive oxygen species (ROS) produced by their ETC activity (22). Thus, modifications in mitochondrial respiration and NRF-dependent gene expression in the liver imply a cellular adjustment of the balance between oxidative stress and antioxidant defense. Therefore, we first examined cellular ROS production using dihydroethidium (DHE) staining, a specific marker for superoxide radicals, and observed a significant increase in the ROS level in the liver in the IH condition (Figure 5A). Since aberrant ROS production can cause oxidative modification of proteins and/or nucleic acids (such as DNA), we assessed the occurrence of DNA breaks using the terminal deoxynucleotide transferase [TdT]-mediated dUTP-digoxigenin nick-end labeling (TUNEL) method. Once again, IH caused a significant augmentation in DNA breaks in the liver (Figure 5B).

**Figure 5:**
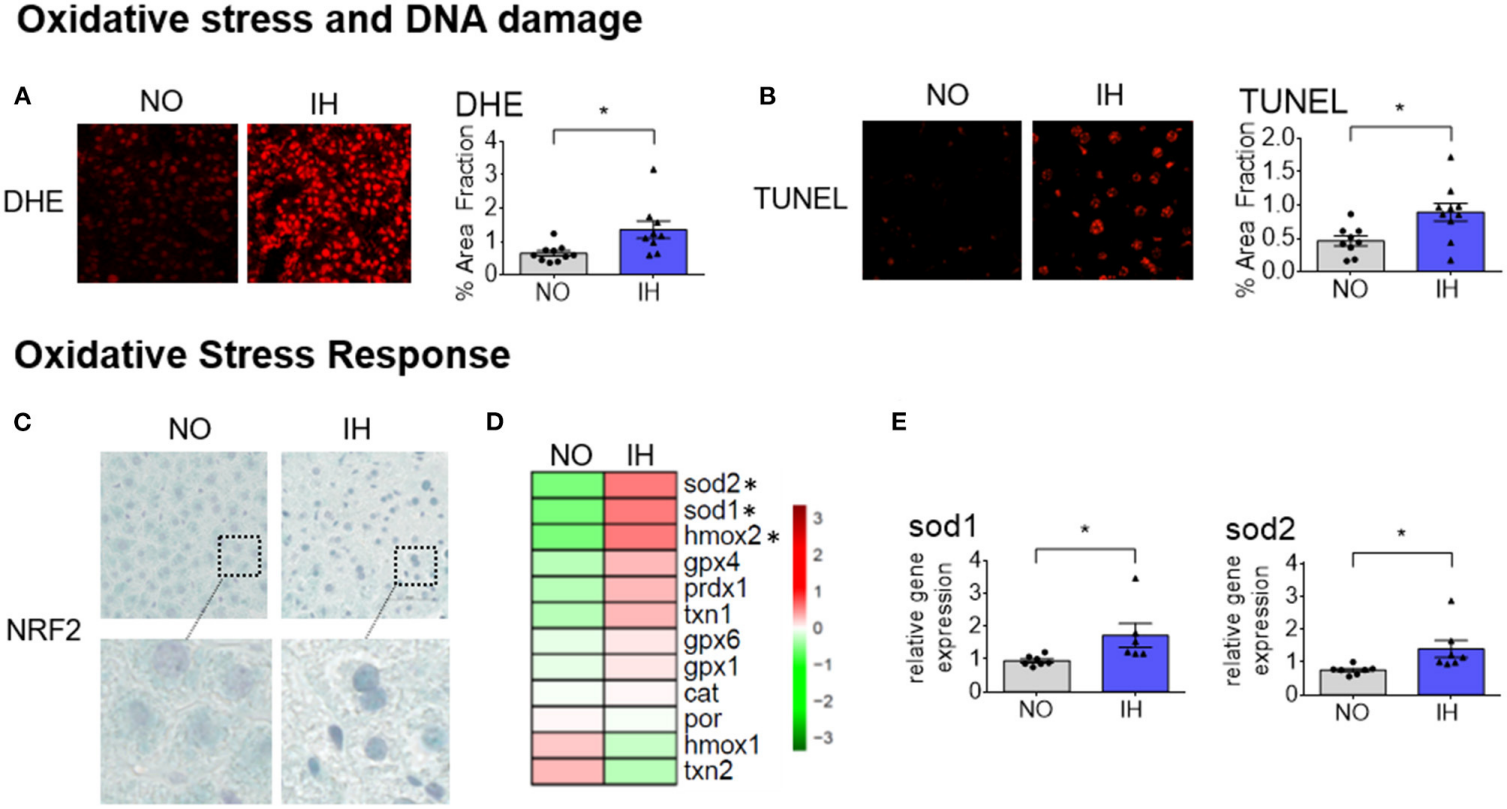
IH induces hepatic oxidative stress and DNA damage. **(A)** Levels of superoxide radicals and hydrogen peroxide assessed by dihydroethidium (DHE) staining. A comparative observation by confocal fluorescence microscopy of the ROS content in the liver sections from different groups. The fluorescent DHE signal was quantified and expressed as a percentage of total section area; two slides per animal (*n* = 5 biological replicates per group) were analyzed and are presented as mean + SEM. **(B)** Levels of DNA breaks determined by the TUNEL method. A comparative observation by confocal fluorescence microscopy of the DNA break content in the liver sections from different groups. The fluorescent TUNEL signal was quantified and expressed as a percentage of total section area; two slides per animal (*n* = 5 biological replicates per group) were analyzed and are presented as mean + SEM. **(C)** Representative Immunohistochemistry of NRF2 expression and localization in liver biopsies. Two slides per animal (*n* = 5 biological replicates per group) were analyzed. **(D)** Heatmap of representative gene expression profiles associated with oxidative stress response determined by quantitative real-time PCR. Gene expression was normalized to beta-actin and presented as mean + SEM (*n* = 7 biological replicates per group). Significance was calculated using Student's *t* test and *indicates *p*-value cut-off of 0.05. **(E)** Selected expression profiles of genes involved in antioxidant defense determined by quantitative real-time PCR. Gene expression was normalized to beta-actin and presented as mean + SEM (*n* = 7 biological replicates per group). Significance was calculated using Student's *t* test and *indicates *p*-value cut-off of 0.05.

It is known that oxidative stress leads to NRF2 stabilization and translocation into the nucleus where it induces the expression of cytoprotective target genes. NRF2-dependant transcription had been highlighted in our transcriptomic dataset (Figure 1E) and accumulation of NRF2 in the nucleus was also observed by immunohistochemistry upon IH (Figure 5C). Accordingly, the expression of representative target genes implicated in antioxidant defenses was markedly increased upon IH (Figures 5D,E and Supplementary Figure 2). In particular, *Sod1* and *Sod2* genes encoding for the enzymes that catalyze the dismutation of superoxide radicals to molecular oxygen. 

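No antioxidant gene of the panel passed the test for a change under IH on the liver arrays. Sod1, the cytosolic superoxide dismutase gene, had a log2 intensity of 13.67 ± 0.19 (SD, n = 8) under NO and 13.65 ± 0.14 (SD, n = 7) under IH, a log2 fold change of −0.03 (standard error 0.10, adjusted p = 0.929 from limma). Sod2, the mitochondrial form, had 12.76 ± 0.12 (SD, n = 8) and 12.83 ± 0.12 (SD, n = 7), a difference of 0.07 (standard error 0.08, adjusted p = 0.725, 5 of 7 IH arrays higher). Catalase (Cat) read 0.31 (standard error 0.15, adjusted p = 0.308, 6 of 7), the glutathione peroxidase gene Gpx4 0.17 (standard error 0.10, adjusted p = 0.433), and thioredoxin (Txn1) 0.27 (standard error 0.13, adjusted p = 0.291, 5 of 7). The Txn1 probe dropped on the IH arrays of adipose tissue.

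Over the 10 genes measured the median was 0.08 and 7 were above 0 (adjusted p = 0.143 from camera), and none was called at an unadjusted p of 0.01 or less or when adjusted over the list alone. Their mean was higher in 6 of 7 IH livers (two-sided exact permutation p = 0.0415, adjusted p = 0.227 over the lists), with IH replicate 16 low.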

Taken together, these results indicate that IH causes liver oxidative stress and induces a transcriptional adaptation involving the transcription factor NRF2.

## Discussion

Little is known about how IH impacts hepatic gene expression at a genome-wide level despite the fact that it has been clearly demonstrated that IH favors the progression of NAFLD (4, 6, 23). Here we employed unbiased transcriptomic analysis and revealed that IH induces a perturbation of nuclear respiratory factor (NRFs) dependent gene expression. While NRFs have overlapping function, NRF1 preferentially activates genes involved in mitochondrial respiratory function, whereas NRF2 activates genes required for the adaptive response to oxidants and electrophiles. These observations are of particular interest since mitochondrial dysfunction, oxidative stress and NRFs transcription factors have all been implicated in the pathogenesis of liver disease (24–27).

It is important to note that bulk liver transcriptomics likely contains response for other cell types and do not take in account cell type location in the liver. Therefore, it would have been compelling to complement this analysis with single cell and spatial transcriptomics to map precisely affected liver cells.

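No set of cell type markers in the bulk liver passed the test for a shift under IH. Hepatocyte markers had a median log2 fold change of −0.01 and a mean of 0.05 over 14 genes (adjusted p = 0.775 from limma's camera test), with albumin (Alb) at 0.50. Markers of hepatocytes near the central vein had 0.13 over 10 genes (adjusted p = 0.426), and those near the portal tract 0.04 over 10 genes (adjusted p = 0.612). Markers of Kupffer cells and macrophages had −0.26 over 13 genes (adjusted p = 0.109), of which 2 were above 0. Among these the Kupffer cell lectin Clec4f read −0.52, Cd14 −1.16 (detected on 7 of 15 arrays) and the lysozyme gene Lyz2 −0.47. Endothelial markers had −0.11 over 15 genes (adjusted p = 0.426) and stellate cell and fibroblast markers −0.16 over 9 (adjusted p = 0.955). Red blood cell markers had 0.08 over 7 genes (adjusted p = 0.612), with the heme synthesis gene Alas2 at 1.45. Fewer than 4 markers of cholangiocytes and of lymphocytes and neutrophils were measured, so these were not tested.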

Data regarding NRF1 and IH are scarce (28). It had been suggested that NRF1 is up-regulated by IH and could be responsible for the increased mitophagy capacity (28). Our transcriptomic analysis demonstrated an upregulation of NRF1, potentially affecting mitochondrial dynamics and structure. 

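Nrf1, which encodes nuclear respiratory factor 1, had a log2 intensity of 8.42 ± 0.32 (SD, n = 8) under NO and 8.22 ± 0.18 (SD, n = 7) under IH. The log2 fold change was −0.20 (standard error 0.14, adjusted p = 0.485 from limma), with 1 of 7 IH arrays above the NO mean (two-sided exact permutation p = 0.164). Nfe2l1, a gene of the cap-n-collar family whose product is also called NRF1, read −0.03 (standard error 0.11, adjusted p = 0.934), with 4 of 7 IH arrays above the NO mean. Neither difference was larger than the spread between mice.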

Mitochondria are at the same time the main oxygen consumer and the primary ROS producer. Hence, it makes sense that rapid cycles of de-oxygenation and re-oxygenation mediated by IH can impact mitochondrial function. Only a few studies have explored the impact of sleep apnea and IH on mitochondrial metabolism in various tissues (29–33).

We showed that IH remodels mitochondrial structure and function. Specifically, we observed an increase in mitochondrial size possibly to maximize the surface of interaction with intracellular molecular oxygen. Surprisingly, we haven't found any differences either in the activity of isolated mitochondrial complex or in mitochondrial mass despite changes in mitochondrial respiration. It is important to note that the experimental protocol to determine individual complex activity do not explore complexes interactions occurring in intact mitochondria. Thus, the stability of mitochondrial mass might be explained by morphological modifications and remodeling of the interactions between mitochondrial complexes. The hepatic response to IH enlarging mitochondrial size instead of increasing mitochondrial number is, to our knowledge, a novel form of mitochondrial adaptation and warrants further investigations.

We revealed a marked increase in respiratory rate of isolated mitochondria under IH conditions, when fatty acids were used (Palmitoyl-carnitine). It is important to note that when lipids are used the respiratory exchange ratio is lowered and this change in mitochondrial metabolism could be an adaptative strategy under IH conditions. This adjustment is also associated with an increase in the rate-limiting protein involved in mitochondrial fatty acid oxidation suggesting an overall remodeling of mitochondrial fuel usage. Interestingly, sleep apnea and IH are associated with higher than normal levels of circulating fatty acids possibly originating from adipose tissue lipolysis and excessive ectopic fat in SAS (34–36). Therefore, it is plausible that the liver adapts its metabolism to increased flux of fatty acids, in order to maintain the organism's homeostasis. We could not exclude that IH also rewire the usage of other fuels such as glucose and amino acids. It would be engaging to use radioactive probes, along with pharmaceutical and surgical procedures to test these complementary hypotheses *in vivo*.

SAS is characterized by oxidative stress triggered by intermittent hypoxia (37, 38). In NAFLD, oxidative stress is a well-recognized contributor to the progression of liver injury. Considering that SAS is highly prevalent in NAFLD patients, it is conceivable that IH is probably an underestimated producer of ROS in the NAFLD population (39). Previous literature (15, 40) is suggesting that fatty acid usage for mitochondrial respiration favors the production of ROS by the reverse electron flux from the mitochondrial complex 1.

Recently, it has been demonstrated in NASH patients that NRF2 activation is correlated with liver inflammation (41). In response to oxidative stress, transcriptional activity of NRF2 be increase in order to generate an antioxidant response (42).

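The Nfe2l2 transcript, which encodes the antioxidant factor NRF2, had a log2 intensity of 5.97 ± 0.68 (SD, n = 8) in NO livers and 6.51 ± 0.58 (SD, n = 7) in IH livers. The log2 fold change of 0.54 (standard error 0.30, adjusted p = 0.397 from limma) was above the NO mean on 5 of 7 IH arrays, but the probe was detected on only 2 of 8 NO and 5 of 7 IH arrays. Keap1, whose product retains NRF2 in the cytosol, read −0.12 (standard error 0.10, adjusted p = 0.590), and its other probes −0.21, 0.13 and −0.27. Among its targets the glutathione transferase gene Gstm6 read 0.66 (standard error 0.29), the thioredoxin reductase gene Txnrd1 0.32, and the heme oxygenase gene Hmox1 0.48 (standard error 0.31, adjusted p = 0.460; detected on 11 of 15 arrays). The Txnrd1 probe dropped on the IH arrays of adipose tissue. Nuclear respiratory factor 2 is also the name of a complex encoded by Gabpa and Gabpb1. Gabpa, detected on 8 of 15 arrays, read 0.02 (standard error 0.26, adjusted p = 0.985), and Gabpb1 had an adjusted p = 0.990 (other probe 0.65), with 4 of 7 IH arrays above the NO mean for each.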

After 2 weeks of IH and before any histological sign of liver injury (data not shown), our transcriptomic analysis revealed an amplified contribution of NRF2. Moreover, our immunohistochemistry experiments showed the accumulation of NRF2 in the nucleus upon IH. We also found a higher expression of some representative target genes implicated in antioxidant defenses. This is consistent with NRF2 activation having been shown to be protective against the progression of liver disease by ameliorating fibrogenesis in mice (41). Therefore, it is possible that NRF2 pathway is activated to counteract deleterious role of IH and maintain liver homeostasis in the early stage of NAFLD. The role of NRF2 later in the progression of NAFLD under IH remains to be investigated. It would have been of interest to assess hepatic NRF2 signaling in the course of NAFLD progression in apneic patients.

Although NRFs are master regulators of mitochondrial metabolism and antioxidant defenses, we could not exclude the implication of others factors such as ATF4, HIF1A and PGC1A. For example, the stress response transcription factor ATF4 is pointed out by our TFBS analysis (Figure 1F). 

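Atf4, which encodes a factor of the integrated stress response, had a log2 intensity of 7.09 ± 0.37 (SD, n = 8) under NO and 7.65 ± 0.43 (SD, n = 7) under IH. Its log2 fold change was 0.56 (standard error 0.19, adjusted p = 0.166 from limma), higher on 7 of 7 IH arrays (two-sided exact permutation p = 0.0177). The 22 ATF4 target genes had a median of −0.01 (adjusted p = 0.955 from camera), and 11 were above 0. Among them Ddit4, an inhibitor of mTOR signalling, read −1.33 (standard error 0.38, adjusted p = 0.102), and Wars, a tRNA synthetase gene, −0.54 (standard error 0.18, adjusted p = 0.153), and none passed when adjusted over the list alone.

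The 24 targets of hypoxia inducible factors had a median of −0.04 (adjusted p = 0.612), with 12 above 0. When adjusted over the list alone Ak4, a mitochondrial adenylate kinase gene, was higher (0.32), and P4ha1, Ddit4 and the glycolysis gene Tpi1 (−0.36, adjusted p = 0.0656) were lower, although another probe of Tpi1 read −0.04. Hif1a was not detected on enough arrays to be kept.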

ATF4 is well known to be induced by numerous stress such as hypoxia, ER stress, oxidative stress and we have previously shown that ATF4 is contributing to IH dependent cell death in the heart (12). Whether these factors work together to regulate hepatic adaptation/maladaptation to IH needs to be further investigated.

Our findings contribute to the understanding of the mechanisms underlying NAFLD development and progression during SAS and provide a rationale for novel therapeutic targets and biomarker discovery.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE104128.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Ethics Committee for Animal Care and Use (Cometh 12) and the French Ministry of Research (APAFIS# 15156-2018051615245109).

## Author Contributions

JG and J-LP conceived and designed the study and drafted the manuscript. VP, EM, and JG performed bioinformatic analysis and produced the graphics. JG, MG, and EL performed RNA extractions and analysis. SB performed the immunohistochemical analysis. AB and KP-G performed the electron microscopy. FL and GV performed mitochondrial isolations and characterizations. A-LB, CA, EB, KC, DG, and JA-W provided technical support for project design and data analysis and participated in interpretation. All authors critically revised the manuscript for important intellectual content and approved the version for publication.

## Funding

The HP2 laboratory was supported by the Institut National de la Santé et de la Recherche Médicale (INSERM), the University of Grenoble-Alpes (UGA), the Fondation Agir Pour les Maladies Chroniques (APMC, Project Temporize Liver), the Agence Nationale pour la Recherche (ANR, Project Temporize, ANR-19-CE14-0037-01), and the ANR Initiatives d'Excellence de l'UGA (ANR-IDEX-UGA, Project LiFE, 15-IDEX-0002). This work has been partially supported by UGA e-health chair and MIAI @ university Grenoble Alpes (ANR-19-P3IA-0003). JG was the recipient of the postdoctoral fellowship from the ANR-IDEX-UGA Initiative de Recherche Stratégique (ANR-IDEX-UGA-IRS, Project HypoClock). GV received a grant from Société Francophone du Diabète. EM work was supported by a postdoctoral fellowship from Fondation ARC. MG was financed by the Medical Research grant from Montpellier-Nimes Medical School. KC has received support from EU litmus grant and French foundation for medical research. JA-W received a grant from Bettencourt Shueller foundation.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Primers List Primers used for RT-qPCR.

Supplementary Figure 1 Number of mice used in the study.

Supplementary Figure 2 IH rewires hepatic gene expression related to mitochondrial function. Heatmap of mitochondrial function related genes found in the Gene Ontology (GO) analysis of the hepatic transcriptome (related to Figure 1D) showing individual scores per sample per group extracted from the microarray analysis. The following GO are presented: (top) GO Cellular Component Mitochondrion GO0005739 and (bottom) KEGG Oxidative Phosphorylation KO00190.

Supplementary Figure 3 IH rewires hepatic gene expression related to mitochondrial dynamics. Heatmap of the Gene Ontology (GO) analysis of the hepatic transcriptome showing individual scores per sample per group extracted from the microarray analysis. The following GO are presented: (top) GO Biological Pathway Mitophagy GO0000423 and (middle) GO Biological Pathway Fusion GO0008053 and (bottom) GO Biological Pathway Fission GO0000266.

Supplementary Figure 4 Mitochondrial number evaluation. Mitochondrial number was evaluated by RT-qPCR by determining the ratio of mitochondrial DNA over nuclear DNA (*n* = 4 biological replicates per group) and presented as mean + SEM.

Supplementary Figure 5 Gene expression profiles determined by quantitative real-time PCR. Gene expression was normalized to beta-actin and presented as mean + standard error of mean (SEM, *n* = 7 biological replicates per group). Significance was calculated using Student's t test and *indicates *p*-value cut-offs of 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

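The authors deposited an intensity table and a detection p-value for 25697 probes on each of 31 arrays. The intensity values were linear, from 101.33 to 34877, with medians between 136.28 and 136.81. The deposited table carries a name that calls it not normalized, yet the sorted values of any array differed from those of another by at most 1.05 percent. The values that the authors processed further were quantile normalized within each tissue, with medians of 121.54 in liver and 151.6 in adipose tissue, and ranked the probes of an array in the same order (rank correlation 1). The detection p-value deposited by the authors was used as the filter on low signal.

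The signal of each tissue was corrected for background and quantile normalized with neqc of limma, with an offset of 16, which also takes the log2. A probe was kept when its detection p-value was under 0.01 on at least 7 liver arrays or at least 8 adipose arrays, the size of the smaller group. This left 8879 probes and 6443 genes in liver, and 11486 probes and 8207 genes in adipose tissue. Of 25697 probes, 23978 carried 1 gene symbol and 1719 none. A gene was read from its brightest kept probe. Where a named gene's probe was detected on no array of a group, the fold is a bound, the mean of the brighter group over the mean of the higher, per array, of the probe's signal and the lowest detected signal. In liver 1472 genes had several kept probes, of which 7 had probes that differed in opposite directions at an unadjusted p under 0.05. Of 17 genes called in liver with several probes, 7 had every probe changed the same way at that p (2 of the 8 called lower). In adipose tissue 157 of 1984 genes had probes in opposite directions, and 235 of 564 called genes had every probe changed the same way.

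Genes were compared between IH and NO with a linear model and moderated statistics in limma, two-sided, and p was adjusted by the method of Benjamini and Hochberg. Counts are given at an unadjusted p of 0.01 or less, the threshold in the paper's figure, and at an adjusted p under 0.05, the rate in its methods. A SAM statistic with 100 permutations was also computed, and its false discovery rate was estimated from the median count over the permutations. Exact permutation tests ran over all 6435 splits of the liver arrays and all 12870 of the adipose arrays. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and the mean of each list per array with an exact permutation test. Of the lists, 50 were tested in liver and 54 in adipose tissue, each with at least 4 members measured, and the others had fewer. In liver 9 lists were called by camera, 6 higher and 3 lower, 0 with an estimated correlation, and 1 by the exact test on the mean.

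Genes are named when they are among the 10 with the largest change in each direction at an adjusted p under 0.05, when the paper names them, when they are among the 4 members of a list with the smallest p, or when they are among the 10 with the smallest adjusted p for the difference between tissues. The members of counts of 5 or fewer are named as well.

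The gene tests were tried on simulated liver arrays. In these, 100 of 6443 genes were changed by 0.5 and another 100 by 1 on the log2 scale. The values were drawn per gene after normalization, filtering and probe choice, with independent normal noise and no chip effect. Error rates with correlated genes or chip differences were therefore not tried. At a log2 change of 0.5, 37 of 100 were found at an adjusted p under 0.05 and 65 at an unadjusted p of 0.01 or less. At a log2 change of 1, 87 and 93 of 100 were found. Of 6243 unchanged genes, 4 were called at the adjusted and 62 at the unadjusted threshold. For simulated adipose arrays, 30 and 61 of 100 were found at 0.5, and 79 and 94 at 1.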

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

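The tests of the clock genes across tissues and of a general rise of clock transcripts, the 4 tests on the probes that dropped on the IH arrays of adipose tissue, and the OXPHOS test without those probes were chosen after the result was seen.

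In the IH liver the clock gene Dbp, which the paper does not discuss, was higher by 3.05, and the median of Arntl, Clock and Nfil3 was −0.70. These are the 3 clock genes already lower at an unadjusted p of 0.01 or less, so their median does not test a general rise of clock transcripts. At that p 4 clock genes were higher. Across the 14 clock genes the log2 fold changes in liver and in adipose tissue had r = 0.811 (permutation p = 8.70e-04, rho = 0.697) and 11 had the same sign, although genes are not independent replicates, r was 0.489 without Dbp and Arntl, and the probe of Arntl dropped on the IH arrays of adipose tissue. Over the 7 numbers that liver and adipose IH samples share, Dbp had r = 0.844 (two-sided exact permutation p = 0.0194, rho = 0.893 with exact permutation p = 0.0123), which rests on the 2 farthest samples, since r was 0.482 without them, and no chip holds enough samples of both tissues for a value of its own. The numbers also run with chip in both tissues. In adipose tissue Dbp averaged 10.65 on the chip of IH replicates 15 to 19 and 12.45 on that of replicates 20 to 22. Chip order could therefore give such an r by itself. Mice killed at different times of the daily cycle, or a phase moved by the exposure, could also give it. Killing time and phase could not be separated, since the paper's text does not name the time of killing. A difference between chips cannot be told apart from the exposure, since every group lies on its own chips in liver, and Dbp averaged 9.06 on the chip of IH replicates 16 and 17 and 11.41 on that of replicates 18 to 22, against 7.69 under NO.

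On the IH arrays of adipose tissue 628 probes of 578 genes, among them those of Atp5a1, Sdhd, Txn1 and Eef1a1, were lower by more than 1.5 on the log2 scale (median −2.10), and 28 were higher by as much. In the 99 genes with several kept probes whose brightest probe dropped, the 125 other probes, dropped or not, had a median of 0.00921 (quartiles −0.46 and 0.24), which argues against lower transcript levels, and against a change in the cell types of the fat pad, as the cause over these genes as a set. Lower levels stay open for the 8 of these genes in which every probe dropped, and cannot be told apart from other causes for the 351 of 578 genes with no other kept probe. Between the chips of 1 exposure the dropped probes differed by 0.223 (IH) and −0.11 (NO). The chips of the IH samples, or the labelling of these samples, cannot be told apart from the exposure, since all adipose IH arrays lie on chips without adipose NO arrays.

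The 69 OXPHOS genes were higher in the IH liver by a mean of 0.10. Only 0.01 percent of 10000 lists of equally bright genes had a mean as large, which argues against a general rise of bright transcripts. Without the probes that dropped in adipose tissue the list stayed called by camera (adjusted p = 0.0201), with a median of 0.06 in place of 0.11. This cannot show that a rise remains without those probes. Camera used a preset correlation of 0.01, where the estimate for the whole list was 0.223. A difference between chips cannot be told apart from the exposure, since the median was 0.0141 with the 2 IH arrays of one chip and 0.13 with the 5 of the other, and the first differs from NO by 0.01 with a standard error of 0.08, while with chip as a random block the adjusted p was 0.00195. Chance was not excluded for this group, since 15 of 100 splits of the arrays, the real one among them, gave a camera statistic as large (4.21 for the real split, at most 6.47 for another).

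For the 402 liver genes at an unadjusted p of 0.01 or less, the real split alone of 100 was as large. Another split gave 372 at most. The same held for the 60 liver genes at an adjusted p under 0.05 (20 at most in another split). It also held for the 2376 and 2638 adipose genes (1136 and 822) and for 1916 genes that differ between tissues (363). This argues against chance only to about 1 in 100, the least share that 100 splits can show. The splits say nothing on chip, which is confounded with exposure. For the 9 genes of the paper (1 of 100 splits, 6 at most in another) and the 3 overlaps of gene lists with the called liver genes (2 of 100, 3 at most) the splits decide nothing, since those genes, and terms behind those lists, were found on these samples. Chance stays open for the lists called in liver (9, reached by 35 of 100 splits, 25 at most). It also stays open for those called in adipose tissue (6, reached by 53, 19 at most) and for the Reactome sets (3, reached by 39, 33 at most).

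The response to IH differed between liver and adipose tissue for 1916 of 8654 genes at an adjusted p under 0.05 (1038 higher and 878 lower in liver relative to adipose tissue), and the 10 with the smallest p, Vapa, Kpna3, Sdhd, Paip2, Emc7, Txn1, Ndufb9, Bcas2, Tpt1 and Pmpcb, all belong to the genes whose probes dropped. The OXPHOS genes differed by 0.18 (adjusted p = 1.99e-06 from camera, and adjusted p = 0.997 with an estimated correlation). In adipose tissue, which the paper does not report, 2638 genes and 6 gene lists were called by camera, and 21 lists by the exact test on the mean. With an estimated correlation camera called 0 lists. Of 68 groups of samples tested for a sample far from the others, 4 had one, and chance gives about 1 in 20. They were the mean of the antioxidant panel, low at 11.4 in liver IH replicate 16 and at 10.4 in adipose IH replicate 19, and 2610528J11Rik, high at 6.68 in liver NO replicate 2 and at 7.13 in liver IH replicate 17. Between chips of the same exposure, 390 liver genes (IH) differed at an unadjusted p of 0.01 or less, 418 adipose genes (NO) and 109 adipose genes (IH), and at an adjusted p under 0.05 limma called 17, 0 and 0.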

How the results depend on the processing

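The alternatives without the probes that dropped on adipose IH arrays and with the number of detected probes as a covariate, and the permutation test of shared numbers, were chosen after the result was seen.

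The main results were compared under the alternatives set earlier, apart from the fits without 1 array. Of these, 204 stayed within 1.5 times (counts) or on their side of the threshold (lists). A further 25 counts moved, 15 calls became weaker, 4 became stronger and 3 reversed. For the added alternatives the numbers were 24, 4, 1, 3 and 0. For single genes, 2612 values stayed on their side, 264 calls became weaker and 6 stronger under the alternatives set earlier, and 0 calls reversed. A list or gene counted as reversed only where either fit called it, so an uncalled value could change sign and count as kept. Hadh, called in none of them, ran from −0.06 to 1.10. Every direction of a call held under the scaling alternatives. The median of all genes was −0.01 in liver and, in adipose tissue, 0.11.

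The clock list in liver was no longer called with quantile normalization without background correction (0.30), the deposited signal (0.30), the authors' values (0.29), median scaling (0.50), no filter (0.36), detection on every array (0.34), trend and robust fit (0.49), array weights (0.49), chip as a random block (0.48) or an estimated correlation (0.49). NFE2L2 targets were no longer called with array weights (0.0912), chip as a random block (0.0909), without dropped probes (0.0935) or with an estimated correlation (0.12). OXPHOS was not called with chip 2 only (0.0141) or with an estimated correlation (0.11). Fatty acid oxidation was called with no filter (0.0719), the mean of kept probes (0.34) and the covariate (0.11). N-glycan genes were called with detection on every array (−0.16), chip 3 only (−0.18) and the covariate (−0.20), and heparan and chondroitin sulfate genes with the covariate (−0.22). With only the 2 IH arrays of chip 2, the direction reversed for Golgi transport (0.0750), NFE2L2 targets (−0.15), lipogenesis (−0.15), the unfolded protein response (0.0294) and the clock (0.0212, by its test). That setting has fewer samples; otherwise the cause was not tested.

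The 402 liver genes at an unadjusted p of 0.01 or less became 781 with no filter, which tests more genes, 247 with chip as a random block and 81 with chip 2 only. The 60 genes at the adjusted threshold became 220 with array weights, 5 with chip as a random block, 0 with chip 2 only and 1 with the covariate. SAM gave 169 at its own estimated false discovery rate. The 9 lists in liver became 2 with array weights, 16 with the covariate, 3 without dropped probes, 5 with chip 2 only, 14 with chip 3 only and 0 with an estimated correlation. The 9 genes of the paper became 5 with chip as a random block, 5 with the covariate and 0 with chip 2 only. The 3 overlaps became 1 with genes at the adjusted threshold and 6 with no filter. In adipose tissue the 6 lists became 3 with detection on every array, 11 with chips 3 and 5, 0 with chips 4 and 6 and 0 with an estimated correlation. The 2376 genes became 816 with chips 3 and 5 and 1395 with chips 4 and 6, and the 2638 became 591 and 1378. The 1916 genes that differ between tissues became 1204 with detection on every array, 1221 with chip as a random block, 1347 without dropped probes and 1740 with the sample number as a block. The cause was not tested.

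Leaving out 1 array at a time gave 4 to 99 liver genes at the adjusted threshold and 294 to 460 at the unadjusted one, 0 to 15 lists in liver and 5 to 10 genes of the paper. It gave 2266 to 2797 and 2049 to 2452 genes and 5 to 7 lists in adipose tissue, and 1702 to 1995 genes that differ between tissues. Medians ran from 0.0806 to 0.14 for OXPHOS, 0.30 to 0.55 for the clock, 0.0594 to 0.23 for NFE2L2 targets, 0.0339 to 0.11 for fatty acid oxidation, 0.06 to 0.10 for the antioxidant panel, 0.06 to 0.11 for fusion, fission and degradation, −0.04 to 0.04 for nuclear respiratory factor 1 targets, −0.15 to −0.0684 for N-glycan genes, −0.30 to −0.21 for heparan and chondroitin sulfate genes and −0.09 to −0.03 for Golgi transport.

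Samples of liver and adipose tissue that share a number were compared as pairs over 15 numbers. The correlation had a median of 0.13 (−0.03 to 0.22) and was over 0.1 for 8 of 15, short of all of them, so the main fit has no block. Yet 8 of 15 matched their own number best, against 1.87 by chance (one-sided permutation p = 2.60e-04), a hint from the data, not the design, that numbers mark mice. The search for NRF1 motifs and its alternatives were not run for want of a genome. Signal over background limits the genes tested, since a transcript detected on fewer than 7 liver or 8 adipose arrays was not kept, and genes near that limit have less certain folds.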

Differences from the paper's values

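No comparison here rests on a test chosen after the result was seen, except where the added alternative with the number of detected probes as a covariate is named.

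The counts of altered, higher and lower genes at an unadjusted p of 0.01 or less were 402, 174 and 228 with limma. The paper, whose methods name SAM, has 364, 176 and 188, and each pair lies within 1.5 times. With a SAM statistic here the counts were 344, 157 and 187.

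The paper shows mitochondrial genes as upregulated in its Figure 2A, and of the 9 measured all were above 0. Not at an unadjusted p of 0.01 or less were Ndufb5 (0.29), Ndufb6 (0.21) and Cox6a1 (0.15). Ndufb5 reached it with quantile normalization without background correction, the deposited signal, the authors' processed values, no filter, detection on every array, the trend and robust fit, the IH arrays of chip 3 only, without NO replicate 7 or without IH replicate 16. Ndufb6 reached it with the mean of the kept probes (0.36) and on its other probe alone (0.51, unadjusted p = 0.00143). Cox6a1 reached it on its other probe alone (0.35, unadjusted p = 0.00430), and under no setting with the brightest probe or the mean of probes.

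The paper places Golgi functions and glycan biosynthesis among downregulated genes, by over-representation of gene ontology terms. The members of those terms were not at hand. The lists here are thus not the same sets, and camera tests a whole list. Golgi and vesicle transport genes had a median of −0.05 (camera adjusted p = 0.921) and were called lower under no setting. Of them 4 were higher and 1 was lower at an unadjusted p of 0.01 or less, where chance gives 2.44 lower. At that p 3 N-glycan genes were lower, against 1.13 by chance (adjusted p = 0.373, Fisher's exact test). The N-glycan genes had a median of −0.13 (camera adjusted p = 0.125). These were called lower with detection on every array (adjusted p = 0.0350), chip 3 only (0.0109), without NO replicate 8, without IH replicate 17, and with the covariate (0.0120), which was chosen after seeing the values and drops 5 of the 9 genes of the paper called here. Heparan and chondroitin sulfate genes were lower by the exact test on their mean (adjusted p = 0.0155) but not by camera (adjusted p = 0.0744, and adjusted p = 0.653 with an estimated correlation), and with no detection filter their median was 0.03 (adjusted p = 0.785). Figure 1D lists circadian rhythm among downregulated terms, and here 3 clock genes were lower (Arntl, Clock and Nfil3) and 4 higher (Dbp, Nr1d2, Nr1d1 and Tef) at an unadjusted p of 0.01 or less.

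The paper states that NRF1 is upregulated, and Nrf1 read −0.20 (adjusted p = 0.485), between −0.28 and −0.12 over 28 alternatives set before the data were examined. Nfe2l1, of the cap-n-collar family in which the paper places NRF1, had a mean log2 intensity of 10.89 under NO and 10.86 under IH. The paper also reports enrichment of NRF1 binding sites, which a transcript level does not measure and which was not tested here.

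The paper states increases of Cox5b and Tfam, of Ppargc1a and Mfn1, of Cpt2, Hadha and Echs1, and of antioxidant genes. Its legends give these as RT-qPCR against beta-actin with Student's t test, with array heatmaps in supplementary figures. The array values here are thus another measure with another test, and Hadha was not among the genes on the array. On the arrays Cox5b read 0.11, Tfam −0.05, Ppargc1a 0.26, Mfn1 0.04, Cpt2 0.02, Echs1 0.01, Sod1 −0.03 and Sod2 0.07, and the antioxidant panel had a median of 0.08, with none of these called under any alternative set earlier. Atp5j, which the paper names beside Cox5b and Tfam, read 0.38 and was called at an unadjusted p of 0.01 or less.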

Other observations

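The values without dropped probes and with the number of detected probes as a covariate come from alternatives chosen after the result was seen.

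Lipogenic genes, which build fatty acids and triglycerides, were called higher as a group in the IH liver, with a median of 0.25 over 19 genes and 17 above 0 (adjusted p = 0.0323 from camera, and adjusted p = 0.653 with an estimated correlation). The smallest p belonged to Fads1 (0.22), Mlxipl (0.25), Me1 (0.44, whose probe dropped on the IH arrays of adipose tissue) and Dgat2 (0.19), and 0 members had an unadjusted p under 0.05 in limma. Another probe of Me1 read 1.63. The mean of the list was above the NO mean in 5 of 7 IH livers (two-sided exact permutation p = 0.168). The call was lost without NO replicate 2 (adjusted p = 0.0840), NO 3 (0.0721) or IH 19 (0.110), and with IH replicates 16 and 17 only (0.623). Genes of the unfolded protein response, which assist folding in the endoplasmic reticulum, were called lower, with a median of −0.23 over 20 genes and 3 above 0 (adjusted p = 0.0382, and adjusted p = 0.653 with an estimated correlation). Creld2 (−1.21, standard error 0.37), Syvn1 (−0.63) and Dnajb9 (−0.62) were lower when adjusted over the list alone, and the probe of Dnajb9 dropped on the IH arrays of adipose tissue. The exact permutation test on the mean of this list gave a two-sided p = 0.0640. This call was lost without NO replicate 2 (adjusted p = 0.132), NO 3 (0.0721), NO 4 (0.0558), IH 19 (0.106), IH 20 (0.0988) or IH 22 (0.0638), with array weights (0.0574), with IH replicates 16 and 17 only (0.712) and without dropped probes (0.0767). Interferon response genes, which act against viruses, were called lower, with a median of −0.31 over 18 genes and 2 above 0 (adjusted p = 0.0458, and adjusted p = 0.653 with an estimated correlation), and their mean was below the NO mean in all 7 IH livers (two-sided exact permutation p = 0.00637, adjusted p = 0.142 over the lists). Among them Usp18 read −0.81, Rsad2 −0.77, Gbp2 −0.73 and Oasl2 −0.62, the last detected on 2 of 7 IH arrays. The interferon call was lost without NO replicate 1 (adjusted p = 0.0592), NO 2 (0.132), NO 3 (0.0721), NO 4 (0.0679), NO 8 (0.0898), IH 16 (0.0725), IH 19 (0.0984), IH 20 (0.142) or IH 22 (0.0638). It was also lost with the authors' processed values (adjusted p = 0.0666), no detection filter (0.243), detection on every array (0.139), array weights (0.107), chip as a random block (0.0562), IH replicates 16 and 17 only (0.712), the number of detected probes as a covariate (0.0750) and without dropped probes (0.0573).

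Other lists in liver were not called. Genes of peroxisomal fatty acid oxidation and PPARA targets had a median of 0.23 over 19 genes (adjusted p = 0.0774), with the fatty acid hydroxylase gene Cyp4a31 at 1.57 (detected on 2 of 8 NO arrays) and Pdk4, an inhibitor of pyruvate oxidation, at −0.99 (detected on 4 of 7 IH arrays). Gluconeogenesis and glycogen genes had 0.10 over 16 genes (adjusted p = 0.224), with Gys2 at 0.82 and Pck1 at 0.98, whose probe dropped in adipose tissue. Genes of the p53 response had −0.06 over 19 genes (adjusted p = 0.426), and the cell cycle inhibitor Cdkn1a (−1.40) and the cell death gene Bbc3 (−0.69) were lower when adjusted over the list alone. Heat shock and immediate early genes had −0.11 over 16 genes (adjusted p = 0.285), with the chaperone gene Hsph1 at −0.89. Proteasome genes had −0.09 over 26 genes (adjusted p = 0.219), with Psmd7 at −0.34 (other probe 0.10), and cytosolic ribosome genes a median of 0.01 and a mean of −0.02 over 51 (adjusted p = 0.944). Acute phase genes had −0.09 over 24 genes (adjusted p = 0.944), and cholesterol biosynthesis genes 0.04 over 18 (adjusted p = 0.426). Lipolysis and lipid storage genes had 0.19 over 11 (adjusted p = 0.175), thermogenic genes a median of 0.08 and a mean of −0.26 over 5 (adjusted p = 0.514), and fibrosis and matrix genes −0.14 over 13 (adjusted p = 0.367). Genes of the urea cycle and amino acid catabolism had 0.04 over 19 (adjusted p = 0.775), xenobiotic cytochrome P450 genes 0.07 over 15 (adjusted p = 0.387), sex-biased liver genes 0.06 over 14 (adjusted p = 0.387), iron genes −0.02 over 14 (adjusted p = 0.955) and cell cycle genes 0.03 over 6 (adjusted p = 0.968).

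In epididymal adipose tissue 1241 genes were higher and 1135 lower under IH at an unadjusted p of 0.01 or less, of 8207, and 1446 and 1192 at an adjusted p under 0.05. Among the higher genes were Osr2 (2.34), Mfap4 (2.08), Dbp (2.09, standard error 0.44, adjusted p = 0.00168 from limma), Faah (1.89) and Hoxb6 (1.80), which encode a developmental transcription factor, an elastic fibre protein, the clock factor, a fatty acid amide hydrolase and a homeobox factor. Under NO, Osr2 and Faah were detected on 5 of 8 arrays, Mfap4 on 4 and Hoxb6 on 6. The lowest were Mccc1 (−4.15), Atp5a1 (−3.90), Ddx3x (−3.88) and Clec10a (−3.82), read from probes that are all among those that dropped. Without the dropped probes 1392 genes were higher and 781 lower at an adjusted p under 0.05. The dropped probes were taken out only after normalization, and the median log2 fold change of all adipose genes was 0.11. The balance of higher and lower genes is therefore uncertain.

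Fatty acid oxidation genes had a median of −0.49 in adipose tissue (adjusted p = 0.0137 from camera), the tricarboxylic acid cycle −0.36 (adjusted p = 0.0137), lipolysis and lipid storage −0.33 (adjusted p = 0.0188), nuclear respiratory factor 1 targets −0.13 (adjusted p = 0.0196), OXPHOS −0.08 (adjusted p = 6.05e-04) and complex I −0.08 (adjusted p = 0.0201). All had an adjusted p = 0.930 with an estimated correlation. Without the dropped probes fatty acid oxidation had −0.32, the tricarboxylic acid cycle −0.25, lipolysis and lipid storage −0.33 and nuclear respiratory factor 1 targets −0.12 (adjusted p = 0.0354 for each). OXPHOS had −0.06 (adjusted p = 0.0483), and complex I, at −0.07, lost its call (adjusted p = 0.281). Adipocyte markers had a median of −0.41 and a mean of −0.64 over 12 genes (adjusted p = 0.0748 from camera, 0.930 with an estimated correlation). Their mean was above the NO mean on 0 of 8 IH arrays (exact permutation adjusted p = 8.39e-04 over the lists). Red blood cell markers had a median of −0.04 and a mean of −0.76 over 7 genes (adjusted p = 0.523 from camera). Their mean was also above the NO mean on 0 of 8 IH arrays (exact permutation adjusted p = 0.0176). The same exact test called 21 of 54 lists, so it does not single out a cell type. Among them were markers of periportal hepatocytes (median 0.19, mean −0.48, adjusted p = 8.39e-04). Markers of pericentral hepatocytes were called too (median −0.08, mean −0.51, adjusted p = 0.0014). No value without the dropped probes is given for these marker lists.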
